# Organ-specific transcriptome analysis reveals differential gene expression in different castes under natural conditions in *Apis cerana*

**DOI:** 10.1038/s41598-021-90635-3

**Published:** 2021-05-28

**Authors:** Igojo Kang, Woojin Kim, Jae Yun Lim, Yun Lee, Chanseok Shin

**Keywords:** Computational biology and bioinformatics, Molecular biology

## Abstract

Honeybees are one of the most environmentally important insects, as their pollination of various plant species contributes to the balance among different ecosystems. It has been studied extensively for their unique attribute of forming a caste society. Unlike other insects, honeybees communicate socially by secreting pheromones or by exhibiting specific patterns of motion. In the honeybee industry, the Asian honeybees (*Apis cerana*) and the Western honeybees (*Apis mellifera*) are dominant species. However, molecular research on the transcriptomes of *A. cerana* has not been studied as extensively as those of *A. mellifera.* Therefore, in this study, caste-specific transcriptional differences were analyzed, which provides a comprehensive analysis of *A. cerana*. In our dataset, we analyzed gene expression profiles using organs from worker, drone, and queen bees. This gene-expression profile helped us obtain more detailed information related to organ-specific genes, immune response, detoxification mechanisms, venom-specific genes, and ovary development. From our result, we found 4096 transcripts representing different gene-expression pattern in each organ. Our results suggest that caste-specific transcripts of each organ were expressed differently even under natural conditions. These transcriptome-wide analyses provide new insights into *A. cerana* and that promote honeybee research and conservation.

## Introduction

Considering the vital role of honeybees in supporting ecosystems and thus sustaining lifeforms, including human life, honeybees are irreplaceable by other insects^1,2^, because they are the largest group crop pollinators^3,4^ and provide honey^5,6^, beeswax, propolis^7^, royal jelly^8^, and many other benefits^9–11^. A honeybee colony is composed of a single queen and thousands of workers and a couple of hundred drones, which provides a classic model for understanding the sociality^12–16^, communication^17,18^, and sex-determination^19–21^ of insects. Genetically, females, queen and worker bees, develop from fertilized eggs, whereas drones develop from unfertilized eggs^22^. Previous studies of honeybees described a simple genetic system of haplodiploid development and showed that different diets and cell sizes determine the physiological characteristics, such as body size, behavior, physiology, and lifespan^23^, of the three castes of worker, drone, and queen bee. The relationship between honeybees behavior and the gene expressions^24^ of odorant receptors^25–27^ and hormones^28,29^ in the brains of workers and queen bees were investigated in numerous studies that investigated the social aspect of bee behavior. While developing into three castes, royal jelly was revealed to trigger larvae to develop into a queen and control the gene expression of the juvenile hormone, which plays a key role in sex-determination^30,31^.

Honeybees live in a densely populated environment, have close connections, and share food with nest-mates^32^. This causes pathogens to spread easily and very quickly within the colony. Therefore, honeybees are highly susceptible to pathogens. Researchers have focused to understand how honeybees resist disease and protect their health. Honeybees have evolved two strategies for protecting their colonies from pathogens; (1) an innate immune system^33,34^ and (2) social immunity^35,36^. First, honeybees protect their colony by protecting themselves, which is achieved with an innate immune system. As one example, workers are major pollinators that forage on wildflowers and crops. While foraging, honeybees are exposed to harmful agricultural pesticides and pathogen, such as viral and bacterial infections^37^, which may be transmitted to the rest of the bee colony. Studies on the innate immune system of bees have elucidated the stronger innate immune response of younger forger bees compared to older forager bees^38^. Second, the social immunity of bees has been studied as a function of health maintenance. Worker bees detect smells and remove diseased or infected brood/adults, get rid of dead adults, foreign objects, and pathogens from their hive, and clean the surface of their body^35,36^.

Honeybees are considered interesting social insect models and have been extensively studied on the subjects such as insect-communication system, flight behavior, and developmental biology. Despite these diverse studies on honeybees, there is still insignificant understanding of the sex determination of haplodiploid system at the molecular level. There are two genetically same types of female honeybees: worker bees and the queen bee. Worker bees can lay eggs usually in the absence of a queen. Unlike the queen that can mate and store sperms in spermatheca to lay fertilized eggs^39^, worker bees cannot mate. Therefore, only the queens are able to lay fertilized eggs whereas workers’ eggs remain unfertilized^40,41^. Egg-viability studies have shown that sex determination is associated with a difference in cell size and dietary habits. Most research into sex determination has focused on phenotypes during honeybee development and is limited to studying the early stages or the organ levels^22,42^. Therefore, it would be highly informative to investigate the dynamics of expressions from the two kinds of honeybee ovaries, i.e., queen ovary and worker ovary, which could provide insights into the haplodiploid development of honeybees.

In this study, organ-specific RNA-seq was performed to analyze transcriptome data of several organs (one from the queen, five from a worker, and five from a drone) of the Asian honeybees. The gene expressions of worker-drone organs, worker-queen organs, and drone-queen organs were compared and a dataset of differentially expressed genes was validated using quantitative reverse transcription polymerase chain reaction (qRT-PCR). Specifically, our analyses focused on the expressions of genes related to the mechanisms of odorants, vision, hormones, growth factors, the immune-response, detoxification, venom, and sex determination.

## Results

### Transcriptome profiling of organs from worker, drone, and queen of *Apis cerana*

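RNA from 11 organs of adult A. cerana, the Asian honeybee, was made into mRNA libraries with 2 biological replicates per organ, 22 libraries in all. The authors filtered the reads, mapped them to the mRNA sequences of the ACSNU-2.0 genome and quantified each library separately with Kallisto as TPM, a measure of relative transcript number. TPM divides the reads of each gene by the length of its coding sequence and scales each library to the same sum, so that a few abundant genes lower the values of all others. The deposited TPM of the libraries summed to between 999567 and 1000288. Read counts per gene were not used here, so the counting error behind a TPM value is unknown, and the raw reads of Supplementary Table S1 stand for the depth. They ranged from 4960961 to 29525292 per library with a median of 14642839. The 2 libraries of the worker brain had the fewest, and the 2 of the worker ovary had the most. TPM values were analysed as log2(TPM + 1), and organs were compared with limma, which fits a linear model to each gene and moderates its variance across genes. All 11 organs entered one fit, and p-values were adjusted by the Benjamini-Hochberg method. A gene was counted as differentially expressed at an adjusted p-value under 0.05 and a difference of at least 2-fold on the log2(TPM + 1) scale, among genes with a mean of at least 10 TPM in one of the organs compared and a name other than hypothetical or ribosomal protein. The correlation of log2(TPM + 1) between the replicates of an organ, across genes, ranged from 0.548 in DR and 0.683 in DV to 0.989 in WO.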

High-throughput sequencing was performed on several organs of *A. cerana*: worker brain (WB), worker ventriculus (WV), worker rectum (WR), worker ovary (WO), worker venom gland (WVG), drone brain (DB), drone ventriculus (DV), drone rectum (DR), drone testis (DT), drone mucus gland (DMG), and queen ovary (QO). High-throughput sequencing was performed using the Illumina HiSeq 2500 platform (Fig. 1). The sequencing results showed that the two biological replicates of each sample have an average of 14 million reads. After removing the adaptor and low-quality tags, approximately 92% clean reads were obtained from each library (Supplementary Table S1).

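Mapped reads in Supplementary Table S1 ranged from 87.66% to 96.18% per library. The share of the 10651 genes listed at 0 TPM differed widely between organs, from 14.4% in QO replicate 1 to 78.4% in DR replicate 2. Across the 11 organs, the mean share of genes at 0 was not related to the mean number of raw reads (Pearson r = -0.0356, permutation p = 0.918, and Spearman rho = -0.0727, permutation p = 0.836, both two-sided with 20000 permutations). Without WB and WO, the organs farthest from the median number of reads, r was 0.197 over 9 organs. WB, with the fewest reads, had 30.5% and 28.9% of genes at 0, and DT, whose libraries had more than 2 times as many, had 73.1% and 72.35%. Genes of the proteasome, which degrades proteins in every cell, gave a measure of this. Of 27 proteasome genes, none was at 0 in WB, WVG and WO, while 40.7% were at 0 in each library of WV and DT, and 70.4% in DR replicate 2. For this reason, a gene at 0 is described only as listed at 0, and no fold change is given against it.

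**Figure D1:**
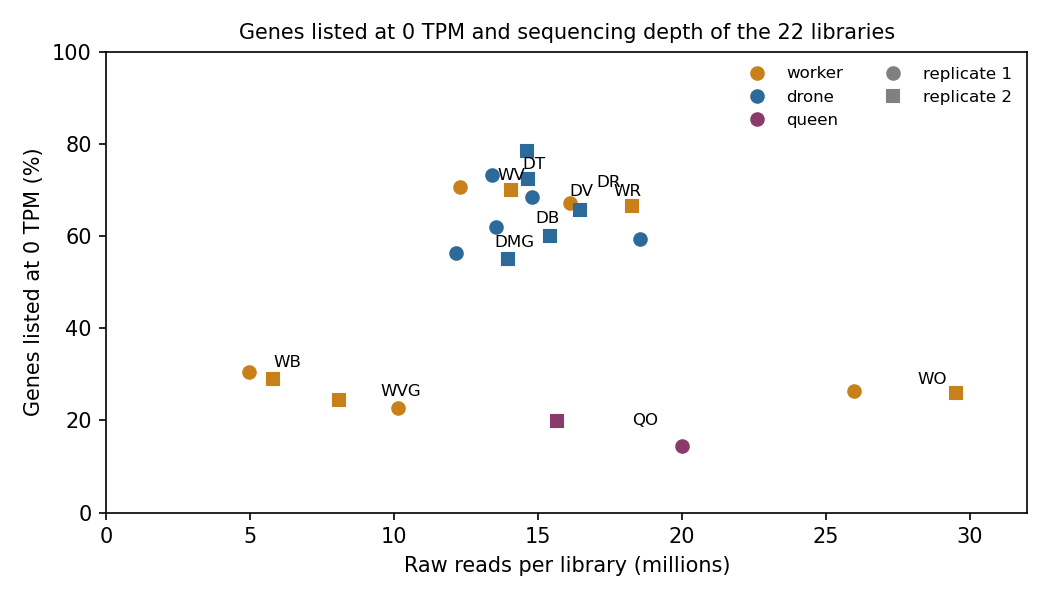
Percentage of genes listed at 0 TPM (y axis) against raw reads (x axis) for the 22 libraries, with circles for replicate 1 and squares for replicate 2 and colour for caste. WB has the fewest reads and 30.5% and 28.9% of genes at 0, whereas DR replicate 2 has 78.4%.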

**Figure 1:**
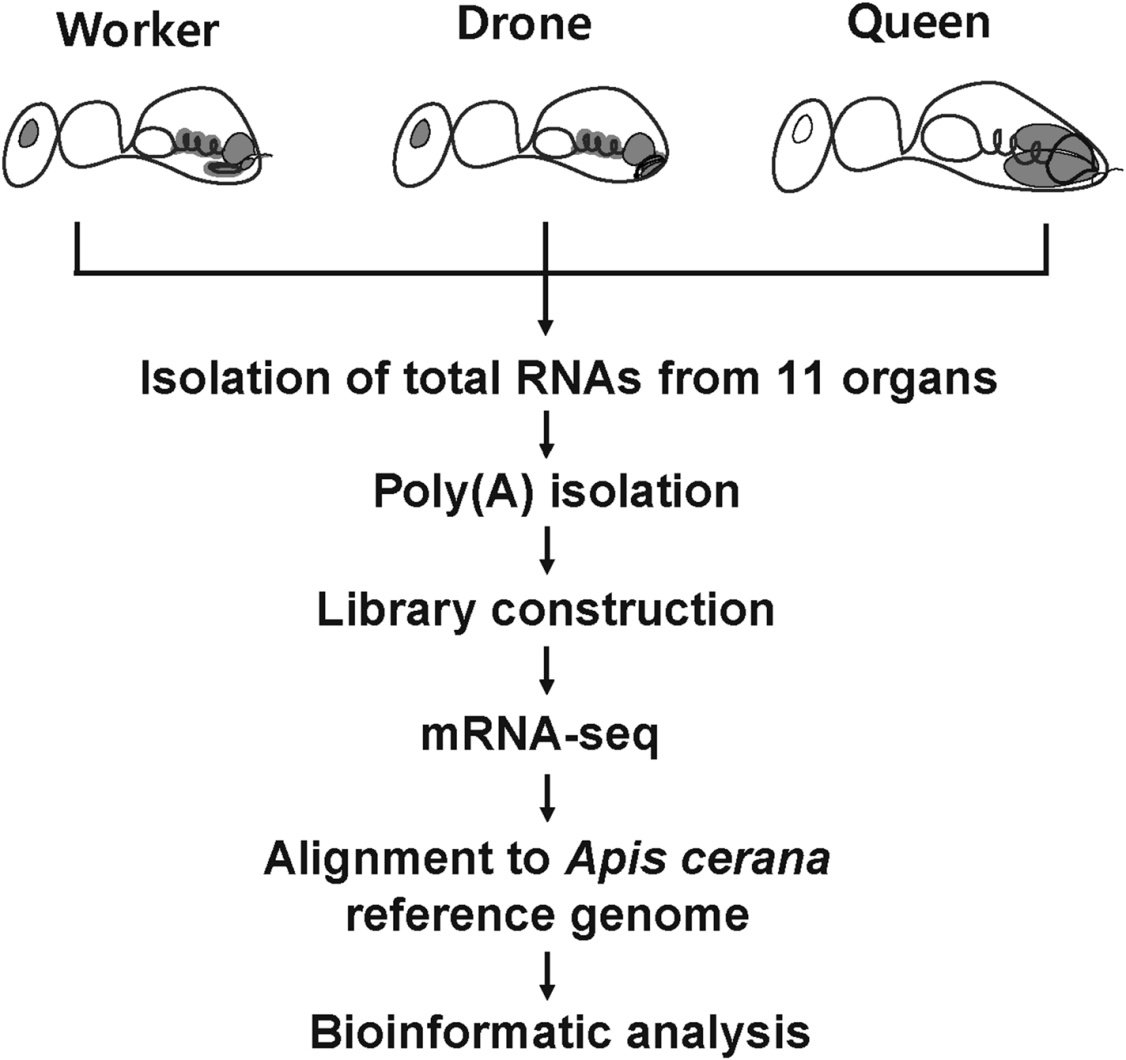
Schematic overview of the experimental design and analysis pipeline. Organs collected directly from adult honeybees for mRNA-seq: brain, ventriculus, rectum from workers and drones, venom gland from worker, and reproductive organs (testis, mucus gland, and ovaries) from three castes. The collected organs shown in gray.

A comparison of the genomes of *A. cerana* with two other species of insects, i.e., *Drosophila melanogaster* and *A. mellifera* in the NCBI v2.0 database (ACSNU-2.0), provided the coding domain sequence and the read count for gene expression of *A. cerana* using the Kallisto software. 

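Each coding sequence of the ACSNU-2.0 annotation was a target of the quantification, and the deposited table lists 10651 of them with a gene identifier and a name. Of these, 4394 are named as hypothetical protein and 121 as ribosomal protein. Between 2304 and 9119 genes per library had a TPM above 0, with the fewest in DR replicate 2 and the most in QO replicate 1.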

The result showed a total of 10,651 genes. High-throughput sequencing analysis indicated that worker, drone, and queen bees had differentially expressed genes. 

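With hypothetical and ribosomal proteins removed by name, 5584 genes had a mean of at least 10 TPM over the replicates of at least one organ. No test enters this count. The alternative that moved it most was a minimum of 10 TPM in every organ, which left 191 genes. A minimum of 100 TPM in at least one organ left 2767 genes. A summed TPM of the 2 replicates of at least 100 in at least one organ, with only the hypothetical proteins removed, gave 4105 genes. This last filter was chosen after the data were seen.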

After removing the hypothetical protein, ribosomal protein family, and genes having less than 10 transcripts per million (TPM) reads, a total of 4,096 differentially expressed genes were found among all three castes. Raw and processed data are publicly available in the NCBI/GEO database: (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE164333.

### Common transcript patterns between worker-drone, worker-queen, and drone-queen

One of the major goals of our study was to obtain high-quality transcriptome data that could be used to predict global changes in the gene expressions of honeybees under natural conditions. Transcriptome profiling showed 269, 196, and 324 genes differentially expressed in the brain, ventriculus, and rectum, respectively, of workers and drones. 

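Of 3935 genes tested between DB and WB, 3323 were differentially expressed. Between DV and WV it was 1082 of 2700 genes, and between DR and WR 2021 of 2840. A minimum of 100 TPM moved the counts most in the brain, to 1111, and in the ventriculus, to 377, and in the rectum it was the fit over DR and WR alone, with 877. With each replicate left out in turn, one library per organ remained and no test could be made, and from 3712 to 3714 brain genes, from 1901 to 1937 ventriculus genes and from 2235 to 2513 rectum genes differed by at least 2-fold. TPM was also rescaled by the median ratio over 297 genes expressed in every organ. The median shift per gene in log2 difference was 0.64 in the brain, 0.64 in the ventriculus and 0.31 in the rectum. A gene listed at 0 in an organ does not move there, which lowers the median in the brain. The factors were 0.424 and 0.397 in DB and 1.09 and 1.15 in WB. Prohormone-1 (ACSNU02044T0), above 0 in both brains, moved from -1.29 to 0.15. Many of the genes counted were listed at 0 in both libraries of the organ with lower expression. This held for 1521 of the genes higher in WB (50.2%) and 55 of those higher in DB (18.6%). In the ventriculus it held for 363 genes higher in DV (62.3%) and 289 higher in WV (57.9%). In the rectum it held for 528 genes higher in WR (31.8%) and 239 higher in DR (66.6%).

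**Figure D2:**
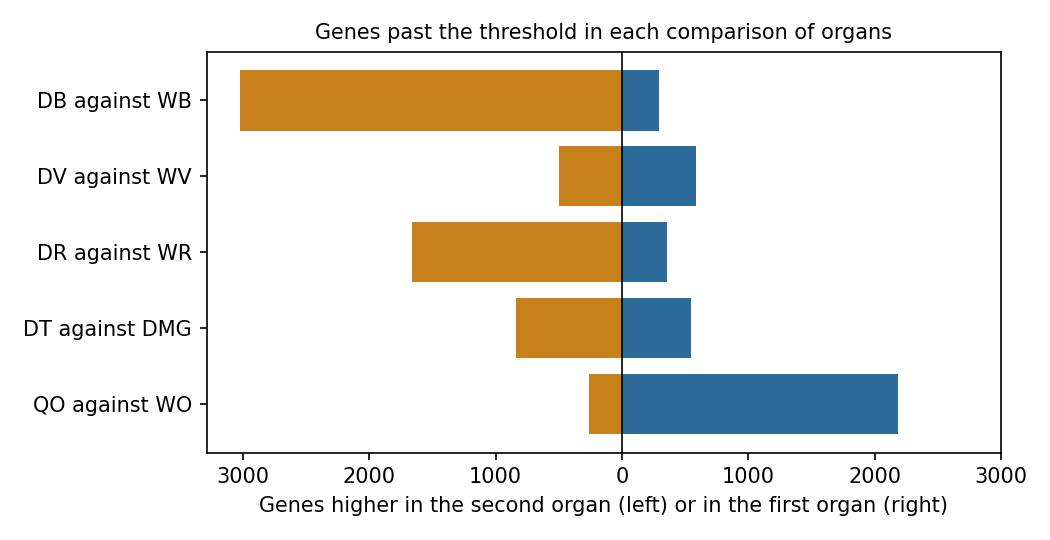
Number of differentially expressed genes (x axis) in each of the 5 comparisons of organs (y axis), with bars to the right for genes higher in the first organ named and bars to the left for genes higher in the second. The longest bar is that of the 3027 genes higher in WB than in DB.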

Venn diagram data showed a total of 269 brain-associated genes in WB and DB, among which 255 genes were only expressed in WB, 11 genes were only expressed in DB, and only three genes were expressed commonly in both WB and DB (Fig. 2a,b). 

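Counted by the 10 TPM filter, 103 genes reached 10 TPM in WB and in none of the other 10 organs, 10 genes did so in DB, and 1 gene in both brains and no other organ. With a summed TPM of the 2 replicates of at least 100 in place of that filter, the counts were 251, 12 and 3, and with ribosomal proteins also kept they were 255, 12 and 3. Both definitions of these sets were chosen after the data were seen. By limma, 3027 genes were higher in WB and 296 in DB. Trypsin-1 (ACSNU07731T0) had 18000 and 16100 TPM in the replicates of DB and 9.48 and 6.79 TPM in WB, a log2 difference of 10.88 (standard error 0.98, adjusted p = 3.87e-07). Cuticle protein-like (ACSNU06904T0) had 2830 and 2780 TPM in DB and 1.11 and 0.975 TPM in WB, and peritrophin-1-like (ACSNU01493T0) had 6740 and 7540 TPM in DB and 1.64 and 10.1 TPM in WB. The genes with the largest differences in the other direction were major royal jelly protein 3 (ACSNU10644T0), NTF2-related export protein-like (ACSNU10267T0) and polyubiquitin-A-like (ACSNU01510T0). They had 7300 and 8390, 6880 and 6390, and 3760 and 4160 TPM in WB, and all 3 were listed at 0 in both DB libraries.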

Among the 269 genes in brain, 14 genes were correlated with caste differentiation such as hormone, visual sense, and neuronal signal peptides. Among these genes, ten genes, including odorant receptor (OR) genes were up-regulated in WB. 

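Supplementary Table S2 lists 12 genes of odorant receptors and odorant binding proteins, of which 10 were higher in WB, 1 was higher in DB, and 1 was not differentially expressed. Adjusted over the list alone, the counts were also 10 and 1, which is not independent evidence, because the study chose the list on these samples. All 10 genes higher in WB were listed at 0 in both DB libraries. In 5 of the 12 alternative settings of the fit 2 genes were higher in DB and 10 in WB, namely a pseudocount of 0.01, TPM rescaled by the median ratio or without the 20 most abundant genes of each organ, the fit over DB and WB alone, and the trend on length removed, which was added after the data were seen. With a minimum of 100 TPM 4 genes were tested, 1 higher in DB and 3 in WB. From the differences in the brain, the paper states that the transcripts affect behavior, and it proposes that workers sense a wider range of odors.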

The differential expression of transcripts in the brain indicates that they affect honeybee behaviors^29,43,44^. These results also suggest that workers can sense a wider range of odors types.

**Figure 2:**
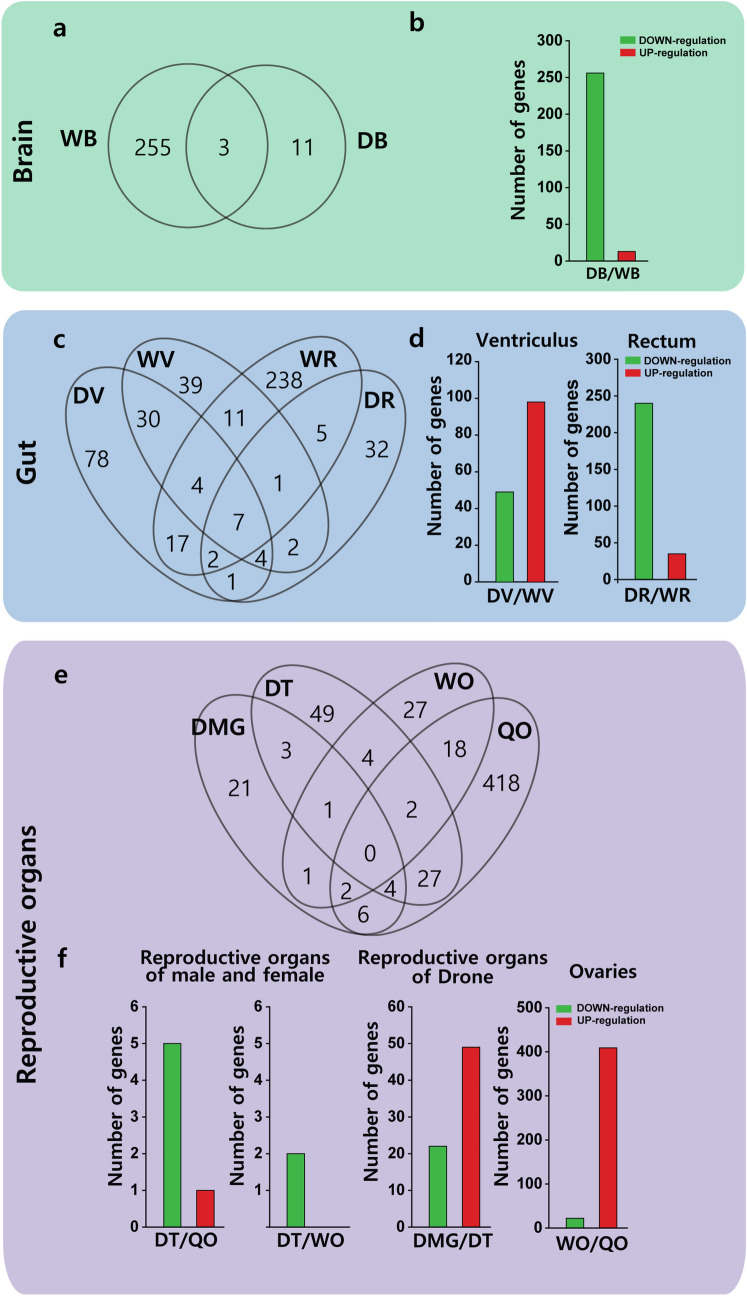
Venn diagram of gene numbers among organs. (**a**) Venn diagram of brain genes between workers and drones. (**b**) Number of down-regulated and up-regulated brain genes between workers and drones. (**c**) Venn diagram of gut genes between worker and drone organs. (**d**) Number of down-regulated and up-regulated gut genes between workers and drones. (**e**) Venn diagram of genes between female and male reproductive organs. (**f**) Number of down-regulated and up-regulated genes between female and male reproductive organs. *WB* worker brain, *WV* worker ventriculus, *WR* worker rectum, *WO* worker ovary, *WVG* worker venom gland, *DB* drone brain, *DV* drone ventriculus (midgut), *DR* drone rectum, *DMG* drone mucus gland, *DT* drone testis, *QO* queen ovary.

Differences in the diets of each caste reportedly affect gut enzymes^45^. 

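By the filter of 10 TPM there and less in every other organ, 9 genes were found in WV, 17 in DV, 31 in WR and 13 in DR. A further 6 genes reached it in both ventriculi and no other organ, and 4 in both rectums. Under the rule of 100 summed TPM the numbers were 39 in WV, 79 in DV, 237 in WR and 33 in DR, with 30 in both ventriculi and 5 in both rectums. That rule keeps ribosomal proteins, and without them WR had 236 genes and DR 32. Both rules were chosen after the data were seen, and no test enters these counts.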

We found 39, 78, 238, and 32 genes specifically expressed in WV, DV, WR, and DR, respectively. Among these genes, 30 genes were exclusively expressed in ventriculus, whereas, only five genes were expressed in the rectums of both worker and drone (Fig. 2c). 

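In the ventriculus, 583 genes were higher in DV and 499 in WV, so that 53.9% of the differentially expressed genes were higher in DV. The direction of this split depended on the filters. With a minimum of 100 TPM, 180 genes were higher in DV and 197 in WV, and without the removal of genes by name 730 were higher in DV and 754 in WV. Rescaled by the median ratio, 746 genes were higher in DV and 414 in WV (64.3% in DV). The DV replicates correlated less than those of most organs, and with DV and WV alone in the fit 335 genes were higher in DV and 306 in WV. Dolichyl-diphosphooligosaccharide protein glycosyltransferase subunit DAD1-like (ACSNU06749T0) had the largest difference among genes higher in DV, with 5610 and 5180 TPM, and was listed at 0 in WV. Bladder cancer-associated protein-like (ACSNU05379T0), with 742 and 1870 TPM in DV, and mitochondrial single-stranded DNA-binding protein-like (ACSNU01885T0), with 1440 and 564 TPM, were also listed at 0 in WV. Brain protein I3-like (ACSNU07856T0) and leptin receptor overlapping transcript-like 1-like (ACSNU04241T0) had 628 and 2760 TPM and 522 and 1750 TPM in WV, transcription elongation factor 1 homolog (ACSNU04762T0) had 700 and 842 TPM, and all 3 were listed at 0 in DV.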

In ventriculus, more transcripts were overexpressed in DV compared to WV (Fig. 2d). In the rectum, however, more transcripts were overexpressed in WR compared to DR (Fig. 2d). 

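In the rectum, 1662 genes were higher in WR and 359 in DR, which puts 82.2% of the differentially expressed genes in WR. With DR and WR alone in the fit, 818 genes were higher in WR and 59 in DR. Without replicate 2, which leaves 1 library per organ and no test, 1762 genes were at least 2-fold higher in WR and 751 in DR. Cysteine-rich PDZ-binding protein (ACSNU08536T0) had 9090 and 2910 TPM in WR, BUD31 homolog (ACSNU08436T0) had 4420 and 1650 TPM, and both were listed at 0 in DR. Histone H4 (ACSNU01037T0), with 319 and 4390 TPM in DR, and cytochrome oxidase subunit I (ACSNU04221T0), with 515 and 2940 TPM in DR, were listed at 0 in WR, as was zinc finger protein 706-like (ACSNU03359T0), with 478 and 986 TPM in DR.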

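Across all genes, log2(TPM + 1) of a WV library and a WR library correlated at 0.450 to 0.475, and that of a DV library and a DR library at 0.371 to 0.467. These correlations are across genes, which are not independent replicates. With hypothetical and ribosomal proteins removed, 1720 genes had at least 10 TPM in WV and 2238 in WR, and 1038 of them were shared, or 35.5% of the genes found in either organ. In drones, 2116 genes were found in DV and 1436 in DR, and 829 were shared (30.4%). Between castes, the share was 42.1% for WV and DV and 29.4% for WR and DR.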

The ventriculus and rectum, which are typical digestive organs of honeybees, showed substantial differences in the gene expression profile transcripts, despite being anatomically connected.

The reproductive organs of drones (haploid), workers (diploid), and queen (diploid) were compared. Three commonly expressed genes were found in both DT and DMG, and 18 commonly expressed genes in both WO and QO. The numbers of specific transcripts expressed in DT, DMG, WO, and QO were found in 49, 21, 27, and 418 genes, respectively (Fig. 2e). 

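Counted by the 10 TPM filter, 24 genes were found in DT and no other organ, 17 in DMG, 39 in WO and 350 in QO, and 40 were found in both ovaries alone and 2 in DT and DMG alone. With the summed TPM of at least 100 it was 50 genes in DT, 23 in DMG, 28 in WO and 419 in QO, with 18 in both ovaries and 3 in DT and DMG. These counts include ribosomal proteins, without which QO had 416. Both rules were chosen after the data were seen. QO libraries had 6998 and 6898 genes at 10 TPM or more and DT libraries 1861 and 1859, hypothetical proteins included.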

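Of 2233 genes tested between DT and DMG, 1386 were differentially expressed, 548 higher in DT and 838 in DMG (60.5% in DMG). The split turned with the filter on low values, since a minimum of 100 TPM left 189 genes higher in DT and 144 in DMG. Of the genes higher in DMG, 600 (71.6%) were listed at 0 in both DT libraries, against 198 (36.1%) the other way. After the 20 most abundant genes of each organ were left out and TPM was rescaled, 520 genes were higher in DT and 1225 in DMG. H/ACA ribonucleoprotein complex subunit 3-like (ACSNU07260T0) had 2370 and 1740 TPM in DT, DNA-directed RNA polymerase III subunit RPC9-like (ACSNU00848T0) had 1940 and 1650 TPM, LZIC-like (ACSNU05481T0) had 1450 and 1520 TPM, and all 3 were listed at 0 in DMG. Endocuticle structural glycoprotein SgAbd-8 (ACSNU09257T0) had 10100 and 10500 TPM in DMG and 0.0039 and 0.00431 TPM in DT, and lipoma HMGIC fusion partner-like 4 protein-like (ACSNU02914T0) had 2290 and 2980 TPM in DMG and was listed at 0 in DT. Chymotrypsin inhibitor-like (ACSNU03672T0) had 69700 and 50100 TPM in DMG and 16.9 and 16.5 TPM in DT, a log2 difference of -11.71 for DT against DMG (standard error 1.67, adjusted p = 5.38e-05).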

Transcript profiling between DMG and DT revealed that more genes were overexpressed in DT compared to DMG (Fig. 2f). 

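Between QO and WO, 2447 of 4998 genes tested were differentially expressed, 2185 higher in QO and 262 in WO (89.3% in QO). As 1 colony was used, both QO libraries may come from 1 queen. The p-values would then not cover variation between queens. Rescaled without the 20 most abundant genes of each organ, 1549 genes were higher in QO and 338 in WO. This rescaling lowered the log2 difference of a gene by a median of 0.67. Of the genes higher in QO, 189 (8.65%) were listed at 0 in both WO libraries. Actin, clone 205-like (ACSNU07311T0) had 2630 and 1840 TPM in QO and 0.0154 and 0.0232 TPM in WO, a log2 difference of 11.08 (standard error 1.37, adjusted p = 1.99e-05). Heat shock protein 105 kDa (ACSNU00744T0), listed at 0 in WO, had 241 and 3040 TPM in the QO replicates, and phospholipase A2-like (ACSNU01070T0) was also higher in QO and listed at 0 in WO. In the other direction, one histone H2B.3-like gene (ACSNU02137T0) had 1270 and 1430 TPM in WO and 2.26 and 4.68 TPM in QO (log2 difference -8.29, standard error 1.75, adjusted p = 0.0014), and a second (ACSNU06460T0) had 1650 and 1510 TPM in WO and was listed at 0 in QO. NADH dehydrogenase subunit 4 (ACSNU02318T0), with 1020 and 1390 TPM in WO, was listed at 0 in QO as well.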

In the comparison between QO and WO as the representative female reproductive organ, most transcripts were overexpressed in QO than in WO (Fig. 2f).

### Differentially expressed genes in the brain, gut, and reproductive organs

To understand the honeybee’s different caste-specific behaviors several categories of genes related to social communication were investigated. The expression patterns of genes were compared among the worker, drone, and queen. Genes from the brain were classified genes into four categories; OR, neuronal genes, photoreceptors, and hormones (Fig. 3a and Supplementary Table S2). A comparison of the OR genes between WB and DB showed remarkably high expression profiles in WB. However, it remains to be determined how each OR affects the honeybee’s behavior. 

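Odorant receptor 58 (ACSNU00623T0) had 218 and 253 TPM in WB, odorant binding protein ASP4 (ACSNU05903T0) 218 and 193 TPM, and odorant binding protein 15 precursor (ACSNU06027T0) 173 and 198 TPM. The remaining 7 genes higher in WB were odorant receptors with between 12.7 and 70.3 TPM per WB library, from odorant receptor 63a-like (ACSNU03460T0), with 70.3 and 35.6 TPM, to odorant receptor 56a-like (ACSNU07693T0), with 15.6 and 17.4 TPM. Odorant binding protein 14 precursor (ACSNU06029T0) was the gene higher in DB, with 4910 and 4950 TPM against 6.36 and 18.2 TPM in WB (log2 difference 8.70, standard error 1.93, adjusted p = 0.000979). Odorant binding protein 1 (ACSNU01792T0) had 20.6 and 13.9 TPM in DB and was listed at 0 in WB (adjusted p = 0.0823, from 0.000432 to 0.261 over the settings run).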

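Among the 6 neuronal genes of Supplementary Table S2, 4 were expressed enough to be tested and 3 were higher in DB. Neurogenin-3-like (ACSNU02438T0) had 114 and 118 TPM in DB and 4.62 and 12.4 TPM in WB (log2 difference 3.75, standard error 0.90, adjusted p = 0.00168). A GABA transporter (ACSNU09253T0) had 137 and 129 TPM in DB and 45.7 and 39.3 TPM in WB (log2 difference 1.63, standard error 0.71, adjusted p = 0.0456). Signal peptidase complex subunit 1-like (ACSNU06495T0) had 206 and 232 TPM in DB and 31.4 and 0 TPM in WB. Brain protein I3-like was not differentially expressed (log2 difference -0.52, adjusted p = 0.652). Adjusted over the list alone, which is not independent evidence because the list was chosen on these samples, 2 were higher in DB. Of 5 vision genes 4 were tested. Blue sensitive opsin (ACSNU05656T0), with 468 and 528 TPM in DB and 168 and 205 TPM in WB (log2 difference 1.42, adjusted p = 0.00525), and pteropsin (ACSNU05923T0), with 59.1 and 55.1 TPM in DB and 3.87 and 4.54 TPM in WB (log2 difference 3.48, adjusted p = 0.000925), were higher in DB. Long-wavelength sensitive opsin (ACSNU07744T0) had 123 and 122 TPM in DB and 37.0 and 38.0 TPM in WB (log2 difference 1.68, adjusted p = 0.161), and phosrestin-2-like (ACSNU10420T0) had 188 and 189 TPM in DB and 329 and 348 TPM in WB (adjusted p = 0.300), neither past the threshold. The opsin passed it in the fit over DB and WB alone and when TPM was rescaled by the median ratio or without the 20 most abundant genes of each organ, with adjusted p from 0.000639 to 0.346 over the settings run.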

In the other two groups (neuronal genes group and photoreceptor group), the genes related with each group were expressed more in DB than in WB. Of the hormone group, prohormone-1 (ACSNU02044T0) was the only hormone gene that was overexpressed in WB.

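Prohormone-1 had 1110 and 648 TPM in WB and 335 and 356 TPM in DB, so that both WB libraries were above both DB libraries. In the fit shared by all 11 organs, the log2 difference of -1.29 for DB against WB was not past the threshold (standard error 1.69, adjusted p = 0.476), and in the fit over DB and WB alone it was (standard error 0.32, adjusted p = 0.0257). Rescaled by the median ratio the difference was 0.15, and the adjusted p ranged from 0.0257 to 0.934 over the settings run. Both other hormone genes of the list were higher in DB. The steroid receptor seven-up (ACSNU07272T0) had 170 and 185 TPM in DB and 0.657 and 0.675 TPM in WB (log2 difference 6.74, standard error 0.90, adjusted p = 1.41e-05), and juvenile hormone esterase-like (ACSNU07041T0) had 41.3 and 25.5 TPM in DB and 1.47 and 0.62 TPM in WB (log2 difference 4.07, standard error 0.62, adjusted p = 4.8e-05).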

**Figure 3:**
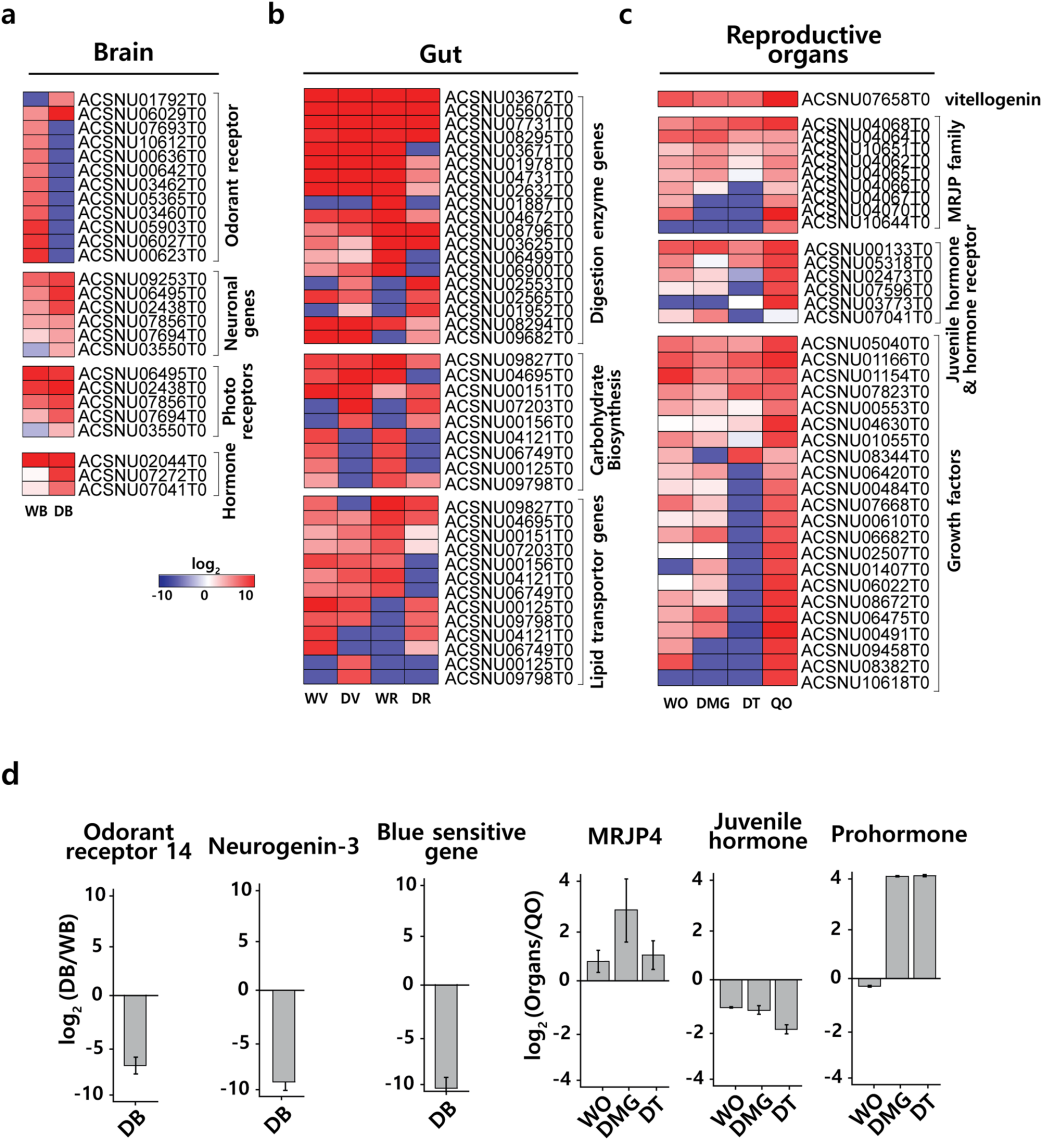
Heat map of transcripts. (**a**) Expression of 26 selected genes among worker and drone brains. 12 genes were related to the odorant receptor family. Six genes were neuronal genes. Five genes were related to vision. Three genes were related to hormone synthesis or hormone peptides. (**b**) Expression of 41 selected genes among worker and drone guts. 19 genes were related the digestive enzyme. Nine genes were related to carbohydrate synthesis. 13 genes were related to lipids. (**c**) Expression of 37 selected genes among worker, drone and queen of reproductive organs. Nine of the major royal jelly protein (MRJP) family. Six genes were related to the juvenile hormone or hormone receptor. 22 genes were related to the growth factor. Each selected gene presented a log_2_ fold change. (**d**) Relative expression of brain related genes and reproductive organ related genes exhibiting a significant change. See Supplementary Table S5 for primers. *WB* worker brain, *WV* worker ventriculus, *WR* worker rectum, *WO* worker ovary, *WVG* worker venom gland, *DB* drone brain, *DV* drone ventriculus (midgut), *DR* drone rectum, *DMG* drone mucus gland, *DT* drone testis, *QO* queen ovary.

We classified gut genes into three categories digestive enzyme genes, carbohydrate biosynthesis genes, and lipid transport genes. In a previous study of the honey bee protein atlas^19^, major digestive enzymes were highly expressed in workers among castes. 

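Of the 19 genes that Supplementary Table S2 lists as digestive enzymes, 5 had their highest mean TPM in WR, 7 in DR, 4 in WV and 3 in DV. Not all are named as digestive enzymes. The list also holds genes named chymotrypsin inhibitor-like, antitrypsin-like, thioredoxin-2, glutaredoxin 3, septin-4-like and tropomyosin-1-like. By replicate 1 alone, 6 were highest in WR and 5 in DR, and by replicate 2 alone 6 in WR and 4 in DR. With all 71 genes named as trypsin, chymotrypsin or esterase in place of the list, 11 had their highest TPM in WR. The summed TPM of the 19 genes was 34224 and 71139 in the replicates of WR, 67394 and 34795 in DR, 71246 and 70738 in WV, and 33426 and 33634 in DV. Much of it came from a chymotrypsin inhibitor-like gene (ACSNU03672T0). That gene had 15400 and 35200 TPM in WR, 32400 and 126 TPM in DR, 37400 and 35300 TPM in WV, and 20800 and 10400 TPM in DV. By limma, 9 of the genes were higher in WR and 5 in DR, and 4 of the 9 were listed at 0 in both DR libraries. Of the 5 genes higher in DR, esterase FE4-like (ACSNU02553T0) had 0 and 864 TPM there and trypsin-7-like (ACSNU01952T0) 370 and 0 TPM, so that 1 library decides each of them. Between WV and DV, 4 of 16 genes tested were higher in WV and none in DV. Adjusted over the list alone, which is not independent evidence because the study chose the list on these samples, the counts were 9 and 5 in the rectum and 2 and 0 in the ventriculus. Esterase B1-like (ACSNU06499T0) had 1180 and 3880 TPM in WR and was listed at 0 in DR. Chymotrypsin inhibitor-like (ACSNU05600T0) had 13500 and 13600 TPM in DR and 1510 and 5900 TPM in WR (log2 difference 2.18 for DR against WR, standard error 0.79, adjusted p = 0.0239). Of 9 genes of carbohydrate biosynthesis 5 were highest in WR, 3 in DV and 1 in WV, and of 13 genes of lipid transport 6 were highest in WR, 5 in WV and 2 in DV.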

Comparing these to our data, we found that transcripts of the digestive enzyme were expressed mostly in the rectum of workers (Fig. 3b). The differential profiles of digestive enzyme genes between the worker and drone suggest that there are differences between the diet composition of the two castes.

To understand the difference between haploid and diploid, we collected and examined the gene expressions of four different reproductive organs of worker, drone and queen (Fig. 3c). Vitellogenin is a precursor protein of egg yolk that is used as a biomarker in female^46–48^. In reproductive organs, we found that vitellogenin was expressed in all four reproductive organs. It was most highly expressed in QO, followed by WO, DMG, and DT (Fig. 3c). 

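Vitellogenin precursor (ACSNU07658T0) had 72.3 and 2120 TPM in the QO replicates and 61.1 and 78.0 TPM in WO. DMG had 41.5 and 19.6 TPM and DT 24.5 and 29.7 TPM. One library thus sets the mean of QO, and the value of QO replicate 1 lay between those of WO. The log2 difference between QO and WO was 2.49, with a standard error of 1.35 and an adjusted p of 0.144.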

In a previous data, vitellogenin was first detected in the queen at the mid-late pupal stage, in the worker at the late pupal stage, and in the drone at the adult emergence stage^49^. We classified the genes of reproductive organs into three categories of major royal jelly protein (MRJP) family, hormone-related genes, and growth factors (Fig. 3c and Supplementary Table S2), which are key regulatory factors during early development. 

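Of the 38 genes of reproductive organs in Supplementary Table S2, 31 had their highest mean TPM in QO, 3 in DMG, 2 in WO and 2 in DT. Rescaled by the median ratio, 29 were highest in QO. None was listed at 0 in both QO libraries, whereas 19 were in DT, 8 in DMG and 4 in WO. Between QO and WO, 2 of 6 MRJP genes tested were higher in QO and 1 in WO, 4 of 5 hormone genes were higher in QO, and 14 of 20 growth factor genes were higher in QO, with none of the hormone or growth factor genes higher in WO. Adjusted over the list alone, 3 MRJP genes, 4 hormone genes and 16 growth factor genes were higher in QO, which is not independent evidence because the study chose the lists on these samples. Major royal jelly protein 5-like (ACSNU04070T0) had 652 and 716 TPM in QO and 40.3 and 36.8 TPM in WO (log2 difference 4.11, standard error 0.37, adjusted p = 1.34e-06). Major royal jelly protein 6 precursor (ACSNU04064T0), with 8.14 and 8.84 TPM in QO and 57.8 and 54.4 TPM in WO, was the gene higher in WO (log2 difference -2.59, standard error 0.84, adjusted p = 0.0196). Heparin-binding growth factor 1-like (ACSNU06475T0) had 234 and 177 TPM in QO and 4.22 and 6.65 TPM in WO (log2 difference 5.02, standard error 0.31, adjusted p = 8.59e-08). From these levels, the paper states that the genes of its categories were mostly expressed in QO.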

When comparing QO with WO, DMG, and DT, transcripts were mostly expressed in QO (Fig. 3c). To validate the result of RNA-seq data, we randomly selected six genes from the brain and reproductive organs and determined their transcription levels using qRT-PCR. 

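The primers of Supplementary Table S5 were matched to the coding sequences. Those named Odorant receptor 14 match the coding sequence of odorant binding protein 14 precursor, and those named Juvenile hormone match juvenile hormone epoxide hydrolase 1-like (ACSNU00133T0). In the RNA-seq data, that gene had 183 and 178 TPM in QO, 69.6 and 61.3 TPM in WO, 110 and 86.9 TPM in DMG, and 16.1 and 18.4 TPM in DT. MRJP4 (ACSNU04065T0) had 12.3 and 6.57 TPM in QO, 3.32 and 4.89 TPM in WO, 6.73 and 11.6 TPM in DMG, and 0 and 0.678 TPM in DT. Prohormone-1 (ACSNU02044T0) had 428 and 201 TPM in QO, 10.7 and 13.2 TPM in WO, 0 and 7.96 TPM in DMG, and 2430 and 2210 TPM in DT. Its reverse primer had 0 exact matches among the coding sequences, as had both primers of actin. The qRT-PCR bars were read only for their direction.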

The expression patterns of the six genes based on qRT-PCR showed the same patterns (Fig. 3d), which validated the reliability and reproducibility of the RNA-seq data.

### Distribution of the immune system across organ types under natural conditions

To understand the innate immune system of *A. cerana*, we analyzed the differences in the expression patterns of immune-related genes between castes and displayed them in a heat map (Fig. 4a and Supplementary Table S3). We compared 61 immune-related gene expressions in several specific castes. We found that six immune-response peptides (apidaecin, apidermin, hymenoptaecin, hexamerin, defensin, and T-cell immunomodulatory protein) were highly expressed in all the examined organs. It is well-known that apidaecin, apidermin, hymenoptaecin, hexamerin, and defensin are typical AMPs that correspond to the Toll pathway or Imd pathway. 

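Summed over the genes of each name in Supplementary Table S3, apidaecin (1 gene) ranged from a mean of 320 TPM in DT to 6010 TPM in DMG, and apidermin (1 gene) from 118 TPM in QO to 5670 TPM in WO. Hymenoptaecin (2 genes) ranged from 246 TPM in WO to 3775 TPM in DR, and hexamerin (4 genes) from 404 TPM in WB to 23644 TPM in DMG. Defensin (2 genes) was lowest in QO (86.2 TPM) and highest in WB (7834 TPM), with 0 and 174 TPM in the replicates of WV. T-cell immunomodulatory protein (1 gene) ranged from 55.3 TPM in DR to 354 TPM in QO. Replicates differed by several times for some of these peptides, as for apidermin in DR (270 and 5470 TPM) and in WR (184 and 3850 TPM).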

Genes related to the Wnt-signal pathway and RNAi pathway showed very low expression patterns of immune-response genes in the reproductive organs of drones and in the guts of workers and drones (Fig. 4a).

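Of the 8 genes of the Wnt pathway, 5 had a mean of at least 10 TPM in QO, and none was listed at 0 there. In the drone reproductive organs, 3 Wnt genes reached 10 TPM in DMG and 1 in DT, with 5 and 6 listed at 0. In the guts, 2 reached it in each of WV, DV and DR and 1 in WR, with 6 listed at 0 in WV and WR, 5 in DV and 4 in DR. Low levels of these genes were not confined to those organs, since WB had 1 Wnt gene at 10 TPM and 5 at 0, and DB had 0 and 6. Of the 9 genes of the RNAi pathway, 7 reached 10 TPM in QO and in WB, against 2 in DMG, 1 in DT, 3 in WV, 2 in WR, 2 in DV and 1 in DR. The summed TPM of the RNAi genes was 682 and 662 in WB, 47.2 and 62.4 in DMG, 47.9 and 50.9 in DT, 119 and 116 in WV, 329 and 174 in WR, 56.1 and 64.8 in DV, 122 and 259.8 in DR, and 24.7 and 20.7 in DB. No test was applied to these sums.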

**Figure 4:**
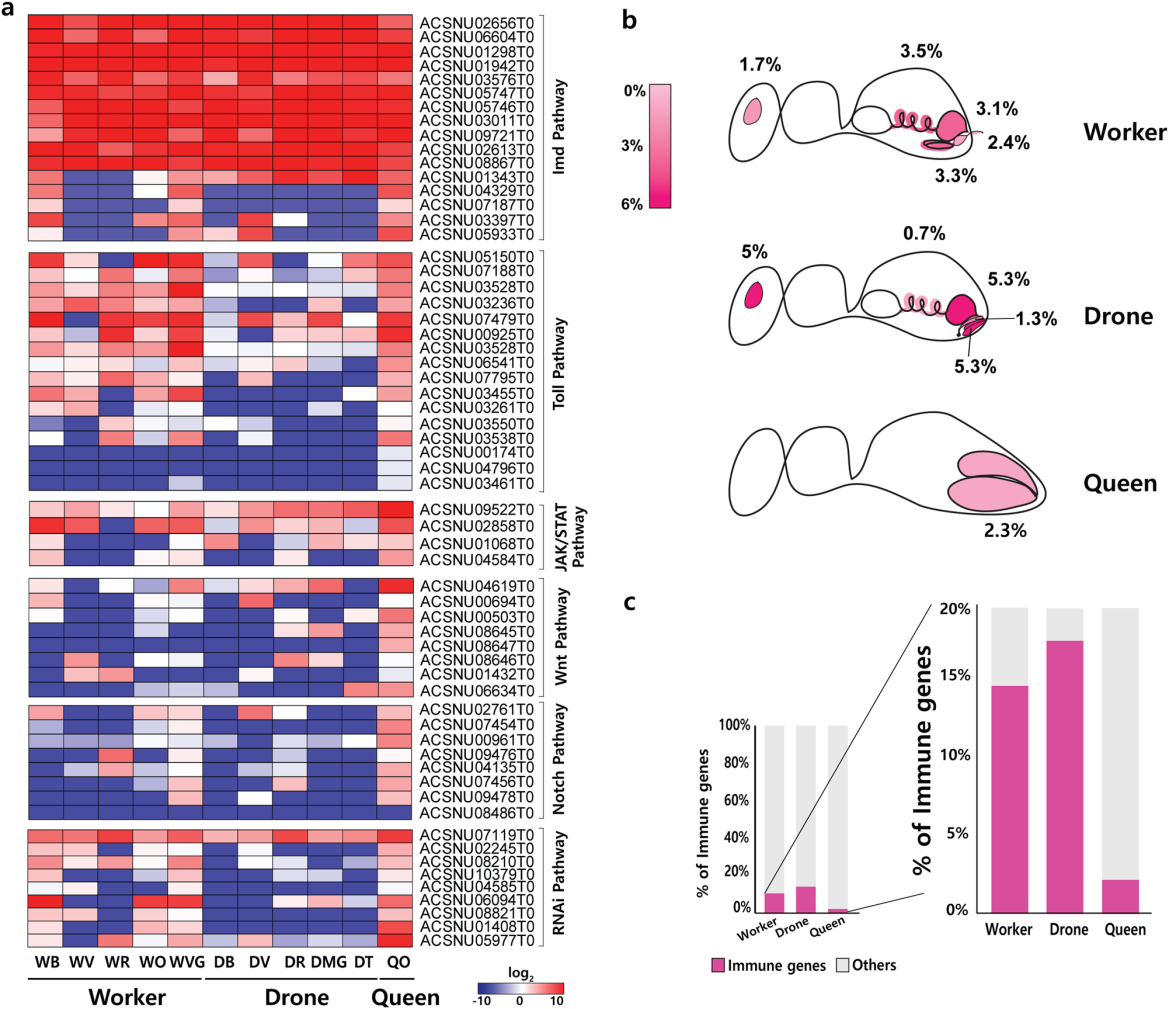
Differences in immune system transcripts across castes. (**a**) Heat map of individual immune genes. (**b**) Distribution of immune-related transcripts in the organs of each caste shown on a pink-scale. Expression ratio showing the proportion of immune-related transcripts expressed among organs in each caste. (**c**) Immune genes as a fraction of all transcripts across castes. The collected organs are shown. *WB* worker brain, *WV* worker ventriculus, *WR* worker rectum, *WO* worker ovary, *WVG* worker venom gland, *DB* drone brain, *DV* drone ventriculus (midgut), *DR* drone rectum, *DMG* drone mucus gland, *DT* drone testis, *QO* queen ovary.

Among the entire gene expressions of different organs from each caste, we investigated the expression ratio of immune-response genes relative to whole transcripts. 

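Genes of Supplementary Table S3 made up between 0.426% of the TPM of a library, in DV replicate 1, and 3.90%, in DR replicate 1. The other library of DV had 0.801% and that of DR 3.51%. WV had 2.82% and 2.88%, and WR 1.86% and 2.99%. Outside the gut, DMG had 3.66% and 3.31%, WO 2.58% and 2.50%, WVG 2.18% and 1.69%, DB 2.01% and 2.04%, WB 1.43% and 1.51%, and DT 0.919% and 0.884%. With hypothetical and ribosomal proteins left out of the denominator, DR had 8.34% and DB 6.23%. Hexamerin genes held much of the share in some organs, and without them WV had 0.709% and 0.842%, DMG 1.06% and 1.18%, and DB 0.571% and 0.647%. From the shares by organ, the paper reasons that immune genes were mainly abundant in the intestinal organs.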

In comparing the gene expressions, which are displayed in Fig. 4a, the rate of the expression of immune-related genes was different in each organ, which implies that these genes were mainly abundant in the intestinal organs (Fig. 4b). 

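Averaged over organs, genes of the immune list made up 2.25% of the TPM in the 5 worker organs, 2.15% in the 5 drone organs and 1.50% in QO, the only queen organ. Summed over organs, the shares were 11.2% in workers and 10.7% in drones, sums that grow with the number of organs. Replicate 1 and replicate 2 of QO gave 1.40% and 1.60%. Of the worker organs 1 had a lower mean share than QO, and of the drone organs 2. The worker organ was WB, whose replicates (1.43% and 1.51%) lay between those of QO. Without the hexamerin genes the order changed, with 1.34% in workers, 0.971% in drones and 1.15% in the queen. Without the peroxiredoxin genes, drones had 2.05%, workers 1.93% and the queen 0.901%.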

In comparing the transcriptome profiles of whole organs, queen exhibited weakest innate immune-related genes expressed in natural conditions (Fig. 4c).

### Expression of detoxification machinery

We investigated the expression profile of detoxification machinery in unstressed honeybees. In the wild, forager bees collect pollen and transport them to the colony and nurse bees serve nectar as their nutrient resource to feed the brood. Therefore, it is important to detoxify toxic substances such as pesticides that can contaminate the dietary source of the colony. As the detoxification mechanism is assumed to differ among worker, drone, and queen, we compared the detoxification-related expression patterns of five gene families between different castes under natural conditions. First, there were 12 genes in the glutathione-S-transferase family. 

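Genes of the 5 families were found by the words of their names, hypothetical proteins left out, and the ratio of an organ is its share of the summed mean TPM of the family over all 11 organs. The 9 genes of the glutathione-S-transferase family gave 25.1% in DT, 17.9% in WB and 13.5% in WR. Taken from each replicate alone, the shares were 23.4% and 26.7% in DT, 14.8% and 20.9% in WB, and 17.9% and 9.25% in WR. One gene (ACSNU09343T0) held 50.8% of the TPM of the family. Without it the share was 38.1% in DT, 14.6% in WR and 10.1% in WB, so that WR was above WB. No test was applied to these shares.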

In order of high expression ratios were 24% in DT, 19% in WB, and 13% in WR (Fig. 5a). Second, there were 39 genes corresponding to oxidation-related biomolecules (peroxiredoxin, superoxide, superoxide and thioredoxin transcripts). 

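Oxidation-related genes numbered 18 by the words peroxiredoxin, superoxide and thioredoxin, and WB held 20.2% of their summed TPM, with 19.2% and 21.4% from each replicate alone. The organs that followed were WR with 14.2% (18.6% and 9.32%), WVG with 13.6% and QO with 10.8%. Superoxide dismutase (ACSNU06149T0) held 29.5% of the TPM of the family.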

We observed the highest expression ratio in WB was 21% (Fig. 5b). Third, there were two genes in catalase. For which the expression ratios were 23% and 22% in WR and WV, respectively (Fig. 5c). 

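Over both catalase genes, WR held 23.0% of the summed TPM and WV 21.5%, with WVG at 19.0%, DV at 13.8% and QO at 11.4%. From each replicate alone, it was 26.6% and 19.9% in WR and 21.49% and 21.55% in WV. One gene (ACSNU02655T0) held 75.1% of the TPM. Without it the share of WR was 13.4% and that of WV 1.97%, and WVG had the highest share. WV had the highest share after the rescaling by the median ratio and without replicate 1.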

Fourth, there were seven genes in the multidrug resistance-associated protein family. In order of high expression, the ratios were 28% and 24% in WR and QO, respectively (Fig. 5d). 

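The 7 genes named multidrug resistance-associated protein had 33.0% of their summed TPM in WR, 19.6% in DV and 16.3% in QO. Replicates alone gave 40.6% and 24.3% in WR, 14.3% and 25.6% in DV, and 15.4% and 17.3% in QO, so that DV was highest without replicate 1. DV was also highest when TPM was rescaled by the median ratio, with 26.6% in WR. With all genes that have multidrug resistance in the name, a choice made after the data were seen, WR had 27.5% and QO 23.8%.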

Fifth, there were 25 genes in the cytochrome P450 transcripts family. 

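By name, 37 genes with cytochrome P450 in the name were found. They include NADPH--cytochrome P450 reductase-like (ACSNU05753T0), which is not a cytochrome P450, and 36 genes whose name starts with the family name. Of these 36, 24 had a summed TPM of the 2 replicates of at least 100 in an organ. WR held 36.9% of the TPM of the 37 genes (40.4% and 33.4% from each replicate alone) and WV 21.6% (20.1% and 23.1%). DV followed with 12.5%. Cytochrome P450 6k1-like (ACSNU07939T0) made up 31.0% of the family, and without it WR held 28.9%. The share of WR was 29.4% after the rescaling by the median ratio. Over the 36 genes alone, WR held 38.3% and WV 19.9%.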

The high expression ratio was 37% in WR, then 22% in WV (Fig. 5e). Genes related to detoxification generally showed high expression rates in WV and WR, which may be closely related to the behavior of the worker acting as nurse, server, and pollinator. 

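The 73 genes of the 5 families made up 4.57% and 2.69% of the TPM in the WR replicates and 1.92% and 2.07% in those of WV. WB had 3.00% and 3.28%, DT 2.18% and 2.41%, WVG 2.08% and 1.82%, and WO 1.46% and 1.36%. Among the other drone organs, DV had 1.31% and 1.50%, DMG 0.989% and 1.03%, DR 0.648% and 0.418%, and DB 0.171% and 0.165%. The paper proposes that the level in WV and WR relates to the worker acting as nurse, server and pollinator.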

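As a share of all TPM of a library, the 18 genes named as peroxiredoxin, superoxide or thioredoxin made up between 0.0609% in DR replicate 2 and 1.97% in WB replicate 1. WR had 1.90% and 0.837%, WVG 1.43% and 1.19%, and QO 0.941% and 1.13%. WO, DT and WV lay between 0.794% and 0.944%. Lower shares were found in DV (0.669% and 0.544%), DMG (0.458% and 0.518%), DR replicate 1 (0.221%) and DB (0.0707% and 0.0645%). The replicates of WR and those of DR differed by more than 2-fold.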

Compared to the entire transcripts of each organ, genes encoding peroxiredoxin, superoxide, and thioredoxin were expressed ubiquitously with no organ or caste-specific bias (Fig. 5f), which is a similar pattern to the previous proteome report on *A. mellifera*^19^.

**Figure 5:**
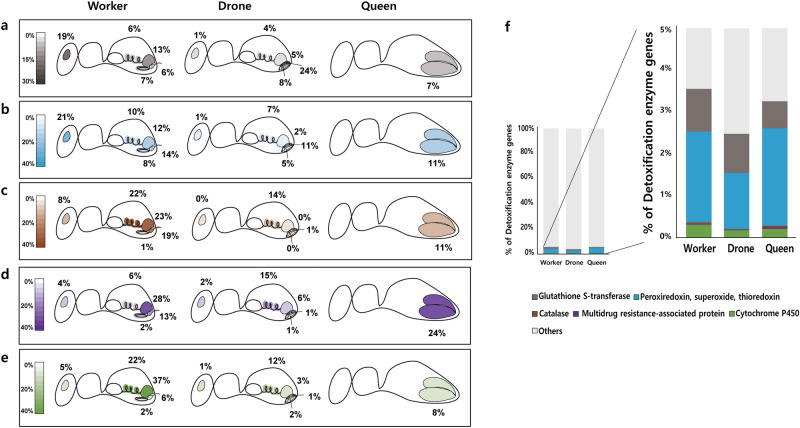
Expression differences in detoxification machineries among castes. Caste and organ distribution of detoxification machineries genes (**a**) Glutathione-S-transferases (GST) transcripts (shown in gray). (**b**) Peroxiredoxin, superoxide, superoxide and thioredoxin transcripts (shown in blue). (**c**) Catalase (shown in brown). (**d**) Multidrug resistance-associated protein (shown in purple). (**e**) Cytochrome P450 (shown in green). Expression ratio showed the proportion of detoxification-related transcripts expressed among organs in each caste (a-e). The collected organs are shown. Modified illustration of the honeybees was adapted with permission from Professor Leonard J. Foster, the corresponding author of Genome Research (2013), 23, 1951–1960. (**f**) The percent of all quantified detoxification machineries in each caste.

### Differences in the haplodiploid sex-determination system between female ovaries

To understand haplodiploid development more comprehensively, we compared transcriptome data between fertile QO and unfertile WO. 

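All 463 genes of Supplementary Table S4 have values that equal the sum of the TPM of the 2 replicates to within 2%. Under a rule of 100 summed TPM in WO, QO or both and less in every other organ, which was chosen after the data were seen, 465 genes were found with ribosomal proteins kept, of which 463 are in the table, and 462 without ribosomal proteins. Of its genes 460 were tested by limma, with 348 higher in QO, 18 higher in WO and 94 not differentially expressed. Their selection on the same libraries means that these counts are not independent evidence.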

We found a total of 463 genes and displayed them on a heat map (Fig. 6a). These genes were grouped into three clusters. We classified the genes up-regulated in WO as Cluster 1, genes with no difference in expression between QO and WO as Cluster 2, and genes up-regulated in QO as Cluster 3 (Supplementary Table S4). 

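Cluster 1 holds 24 genes, of which 18 were higher in WO by limma and 6 were not differentially expressed, with log2 differences for QO against WO from -7.14 to -1.41. Of the 18 genes of Cluster 2, 0 were differentially expressed, and their log2 differences ranged from -0.91 to 0.88. Cluster 3 holds 421 genes, and 348 of the 418 tested were higher in QO. Of the genes of Cluster 3, 34 were listed at 0 in both WO libraries.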

To obtain information about the biological processes, cellular components, and molecular function of each gene cluster, we analyzed the gene ontology (GO) in three clusters using BLAST2GO program. GO analysis indicated that genes in Cluster 1 were related to the development process, genes in Cluster 2 were related to the development process and immune system process, and genes in Cluster 3 were related to the development process and reproduction (Fig. 6b). Our results showed that both QO and WO were related to the development process, but only QO was related to reproduction process.

**Figure 6:**
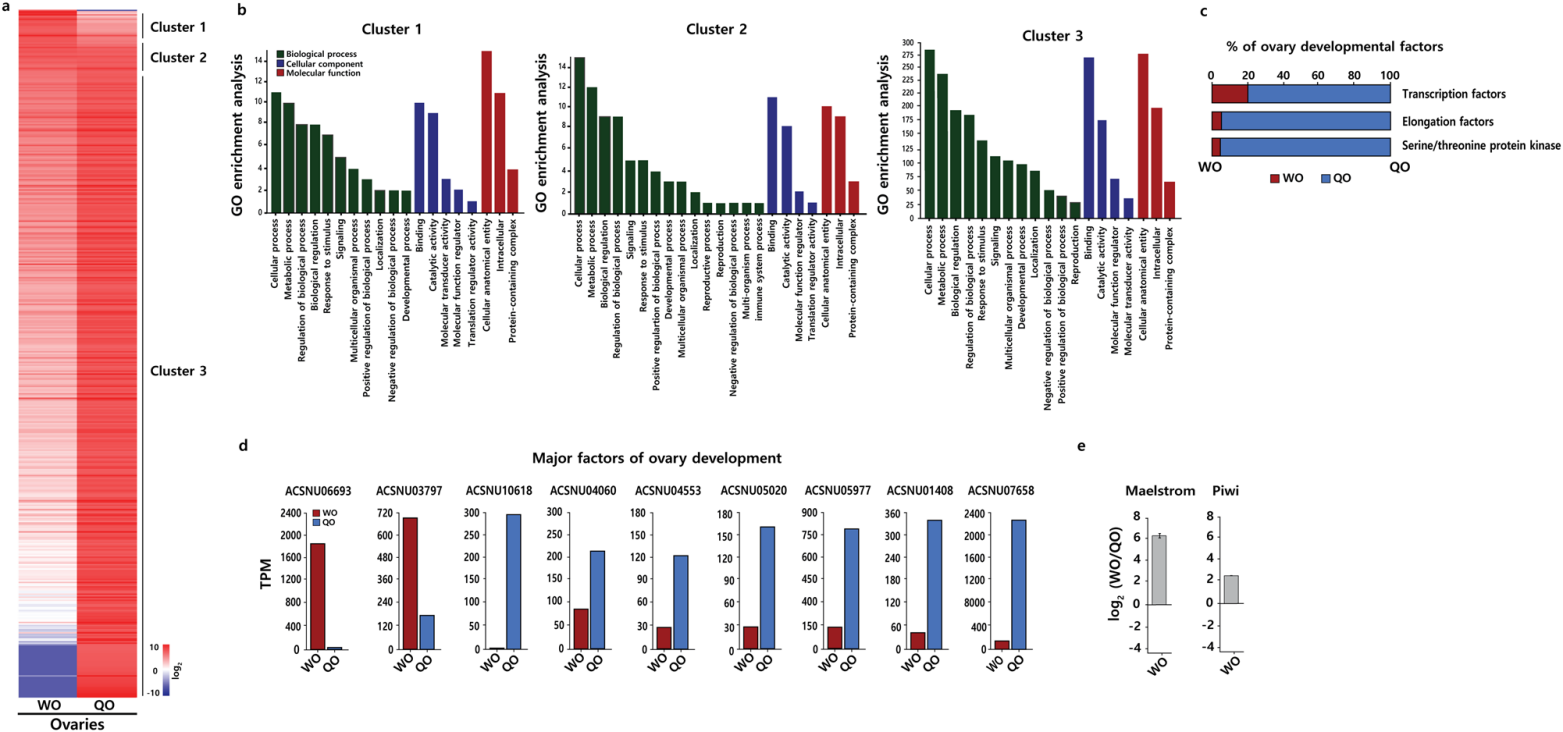
Differences in female ovary transcripts. (**a**) Heat map of WO and QO. Clustering transcripts of ovary (**b**) GO enrichment graph of clusters: biological process (shown in green bars), cellular component (shown in blue bars), and molecular function (shown in red bars). (**c**) The percent expression of ovary development factors in WO (shown in red bars) and QO (shown in blue bars). (**d**) Select nine genes related to the major factors of ovary development. (**e**) Relative expressions of ovary development related genes exhibiting significant change. *WO* worker ovary, *QO* queen ovary.

In molecular biology, transcription factors and elongation factors are key regulators in the transcription of genetic processes^50^. Serine/threonine protein kinase plays a significant role in post-translational modification^51^. The proteins that are encoded by these genes are essential for the differentiation and proliferation of germ cells as ovary development factors. 

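Transcription factors, found by name, were 53 genes with a summed TPM of 4425 and 3630 in the QO replicates and 1656 and 1773 in WO, so that QO held 70.1% of the TPM of both ovaries. For 22 elongation factor genes it was 4697 and 5201 in QO and 2039 and 1883 in WO (71.6% in QO), and for 55 serine/threonine protein kinase genes 3146 and 3489 in QO and 713 and 652 in WO (82.9% in QO). The alternative that moved these shares most was to keep only factors within the genes of Supplementary Table S4, with 86.0%, 92.2% and 93.7% in QO. That table was selected on these libraries, and 421 of its 463 genes are in Cluster 3, up-regulated in QO. It holds 8, 2 and 8 of the factor genes, so these higher shares are not independent evidence. Rescaled without the 20 most abundant genes of each organ, an alternative added after the data were seen, the shares over all factors fell to 58.9%, 60.6% and 74.8%. By limma, 15 transcription factors were higher in QO and 3 in WO of 40 tested, 9 elongation factors were higher in QO and 0 in WO of 21 tested, and 33 kinases were higher in QO and 0 in WO of 48 tested. From these proportions, the paper states that QO had much larger proportions of the factors than WO.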

In the comparison between QO and WO, QO exhibited extremely large proportions of these factors (Fig. 6c). The transcription levels of nine selected genes encoding for major factors of ovary development can be seen in Fig. 6d. 

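Of the 9 genes in Fig. 6d, 4 were higher in QO by limma, 2 were higher in WO and 3 were not differentially expressed. Complementary sex determiner (ACSNU06693T0) had 1130 and 1120 TPM in WO and 29.6 and 11.7 TPM in QO, a log2 difference of -5.84 for QO against WO (standard error 1.38, adjusted p = 0.00315). Estrogen-related receptor (ACSNU04553T0) had 62.6 and 68.1 TPM in QO and 13.3 and 16.6 TPM in WO (log2 difference 2.06, standard error 0.54, adjusted p = 0.00577). Fibroblast growth factor receptor homolog 1-like (ACSNU10618T0) had 101 and 199 TPM in QO and was listed at 0 in WO. Yellow-like (ACSNU04060T0) had 123 and 91.0 TPM in QO and 38.4 and 48.8 TPM in WO (adjusted p = 0.257, from 0.00144 to 0.870 over the settings run), and nuclear autoantigenic sperm protein-like (ACSNU05020T0) had 129 and 31.9 TPM in QO and 19.3 and 9.43 TPM in WO (adjusted p = 0.293). Vitellogenin was the third gene not past the threshold. Adjusted over the list alone the counts were the same, which is not independent evidence because the genes were chosen on these samples.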

Two of the major factors were up-regulated in WO but others were up-regulated in QO (Fig. 6d). 

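In the RNA-seq data, maelstrom homolog (ACSNU03797T0) had 341 and 347 TPM in WO and 108 and 70.8 TPM in QO, a log2 difference of -1.96 for QO against WO (standard error 0.77, adjusted p = 0.0479). There are 2 genes named piwi-like in the annotation, and both primers for piwi match both of them exactly. The first (ACSNU05977T0) had 579 and 192 TPM in QO and 71.4 and 65.6 TPM in WO (log2 difference 2.27, standard error 0.86, adjusted p = 0.0429). The second (ACSNU01408T0) had 187 and 145 TPM in QO and 22.5 and 20.3 TPM in WO (log2 difference 2.89, standard error 0.30, adjusted p = 4.43e-06). The qRT-PCR bars were read only for their direction.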

To determine the fold changes in the expression levels of two selected genes of *maelstrom* and *piwi* between QO and WO, the results from qRT-PCR analysis matched well with the RNA-seq results (Fig. 6e), which validated the reliability and reproducibility of RNA-seq data.

### Expression patterns of venom encoding genes in organs

There were 105 genes related to venom processes. 

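Genes were searched by name, and 42 have venom, melittin, phospholipase or allergen in it. The 32 genes shown in Fig. 7a were taken as the venom genes, since the paper's text does not list the others. By mean TPM, 25 of the 32 were higher in WVG than in DMG and 6 were lower, and the counts were 25 and 6 against DT. Against QO, 12 were higher in WVG and 20 were lower. The alternative that moved this last count most was the set of 42 genes, with 21 higher in WVG and 21 in QO. Among these 42, 32 were higher in WVG than in DMG and 36 than in DT.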

Initially, high expression patterns were expected for the 105 venom-related genes in WVG, but this was not the case. The expressions of the 105 venom encoding genes in the reproductive organs of the drone and queen were compared with those of the WVG. 

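By limma over all genes with no filter on low values, 7 of the 14 genes shown as venom protease were higher in WVG than in DMG and none was lower, 5 were higher and 1 lower than in DT, and 2 were higher and 3 lower than in QO. For the 14 genes shown as phospholipase, 8 were higher in WVG than in DMG and none was lower, with the same numbers against DT, and 3 were higher and 5 lower than in QO. Adjusted over the list alone, the counts differed only for venom proteases against QO, of which 4 were lower in WVG. This is not independent evidence, since the list was chosen on these samples. Venom protease (ACSNU07646T0) had 1560 and 706 TPM in WVG against 8.79 and 9.94 TPM in DMG (log2 difference -6.67 for DMG against WVG, standard error 0.36, adjusted p = 2.84e-08). It had 26.8 and 25.9 TPM in DT and 51.1 and 35.0 TPM in QO. Phospholipase A2 (ACSNU05118T0) had 2640 and 2660 TPM in WVG, 8.90 and 1.74 TPM in DMG and 2.84 and 1.38 TPM in QO, and was listed at 0 in DT.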

As expected, genes related to venom protease and phospholipase were generally highly expressed in WVG. However, some venom genes, including phospholipase, prepromelittin gene (which is required to produce melittin), and the venom allergen 5-like (ACSNU08074T0), which is a toxic peptide, showed higher expressions in the drone and queen reproductive organs (Fig. 7a). 

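Venom allergen 5-like had 18100 and 14100 TPM in DMG, 495 and 465 TPM in DT and 0.464 and 5.57 TPM in QO, and was listed at 0 in both WVG libraries. Its adjusted p was 3.55e-05 for DMG, and QO was not distinguishable from WVG (adjusted p = 0.570). Prepromelittin (ACSNU06121T0) had 4400 and 4410 TPM in DMG, 974 and 967 TPM in DT, and 42.8 and 84.2 TPM in QO, against 0.000582 and 9.99e-09 TPM in WVG. On the log2(TPM + 1) scale, the difference from WVG was 12.10 in DMG, 9.92 in DT and 5.93 in QO (standard error 0.78 for each, adjusted p = 1.35e-07 for DMG and 8.03e-05 for QO). As TPM times length, the WVG values were 0.124 and 2.13e-06, against 22.0 and 12.8 for the next lowest genes above 0 in these libraries. Phospholipase A2-like (ACSNU01070T0) had 810 and 413 TPM in QO and 8.48 and 8.49 TPM in WVG (log2 difference 5.93, standard error 1.45, adjusted p = 0.00742). One phospholipase B1 gene (ACSNU01127T0) had 1150 and 568 TPM in QO and 63.8 and 73.8 TPM in WVG (log2 difference 3.54, adjusted p = 0.0262). In the other direction, allergen Api m 6-like (ACSNU05601T0) had 6350 and 2520 TPM in WVG, 210 and 281 TPM in QO, and was listed at 0 in DMG.

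**Figure D3:**
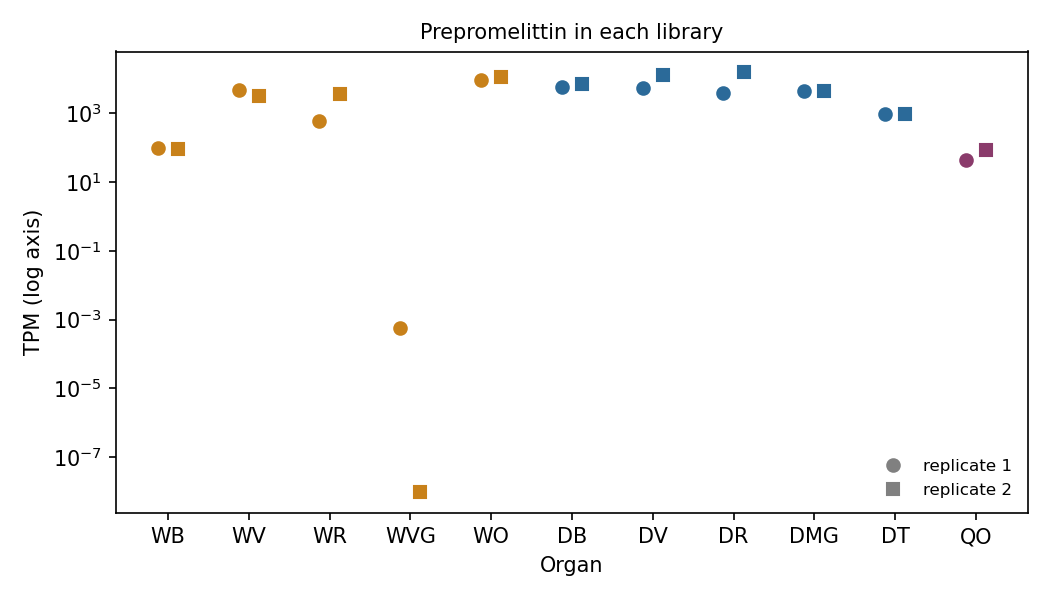
TPM of prepromelittin on a log axis (y axis) in each library of the 11 organs (x axis), with circles for replicate 1 and squares for replicate 2. Both WVG libraries lie at 0.000582 and 9.99e-09 TPM, below every other library.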

The mRNA-seq results using qRT-PCR revealed the same patterns for four randomly selected genes (Fig. 7b). These results validate the reliability and reproducibility of RNA-seq data.

**Figure 7:**
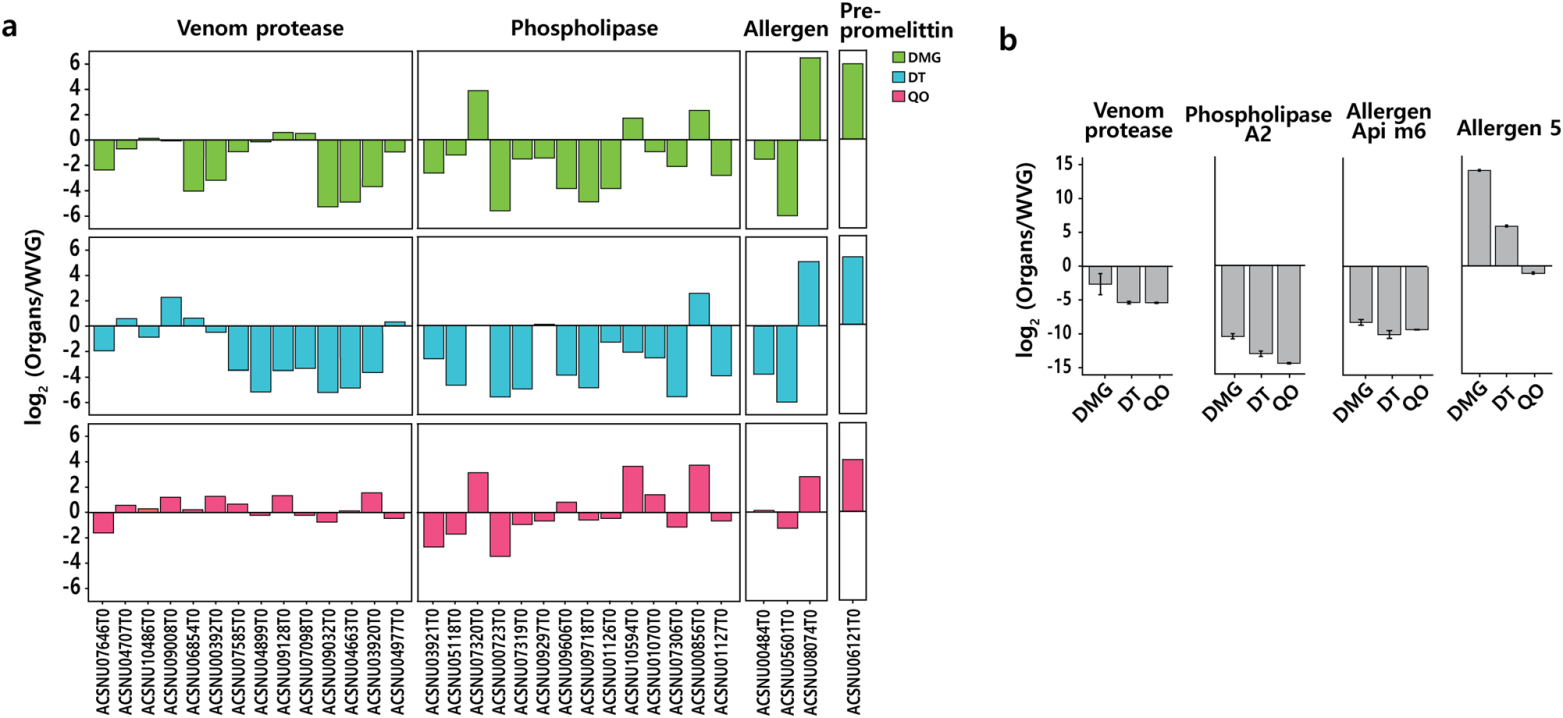
Expressions differences of venom-specific genes among reproductive organs. (**a**) Values above zero indicated greater relative transcript abundance in reproductive organs compared that of to the venom gland. Genes were differentially expressed at a *p*-value < 0.05. (**b**) Relative expressions of venom-specific genes exhibiting significant change. *DMG* drone mucus gland, *DT* drone testis, *QO* queen ovary.

## Discussion

Here, we presented high-quality transcriptome profiles of organs from different caste members of the *A. cerana*. In the data set, our results showed differences in transcripts between female and male honeybees in natural conditions. Furthermore, our transcriptome analysis of *A. cerana*, provides an important resource for future molecular studies of Asian honeybees, particularly to elucidate the mechanisms of the innate immune system, social behavior, genetic difference between females (worker and queen) and male (drone), and the potential function of haplodiploid development.

AMPs are effective against pathogens that are frequently encountered in honeybees hive^33^. Our data demonstrate that some AMPs were highly expressed in DR, and DMG. 

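In the replicates of DR, hymenoptaecin had 3570 and 3980 TPM, apidaecin 7570 and 1550 TPM, and defensin 11217 and 2940 TPM. In DMG, hymenoptaecin had 1333 and 1051 TPM, apidaecin 5920 and 6100 TPM, and defensin 1745 and 2951 TPM. Hexamerin had 14627 and 20145 TPM in DR and 26055 and 21232 TPM in DMG. Levels of this order were also found in other organs, with 7860 and 2670 TPM of apidaecin in WVG and 21108 and 20426 TPM of hexamerin in WV. No test was applied to the peptides.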

The results indicate that AMPs and detoxification-related genes were expressed differently among castes. The expression of AMPs-related genes was mainly expressed, while. detoxification genes were low expression in drones. However, both of the AMPs-related genes and detoxification genes were highly expressed in workers. Therefore, we presume that workers possess immunity against bacteria that are introduced from the outside while foraging outside as a pollinator or as nursing brood to feed pollen. Previous studies showed the workers infected by bacteria had a strong immune response^38^.

It has been reported that the nutrition and dietary habits of bees affect their physiology^52^. Therefore, in the present study, we compared gene expression patterns between worker guts and drone guts. Detoxification mechanisms in honeybee guts, which help bees develop tolerate to a variety of potentially toxic secondary metabolites and pesticides that they encounter in floral nectars and pollen, remain largely unknown^53^. The latest study on the protein atlas of honey bee organs^19^ represented the robust detoxification machinery of worker organs. However, our expression data shows that the detoxification-related transcriptome expressed more in the drone, than in the worker. 

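The 73 detoxification genes made up a mean of 2.42% of the TPM over the 10 worker libraries, which ranged from 1.36% to 4.57%, and 1.08% over the 10 drone libraries, which ranged from 0.165% to 2.41%. Both QO libraries had a mean of 1.78%. Brain, ventriculus and rectum were sampled in both workers and drones, and the other organs differed between castes. The means by caste are therefore over different organs and were not tested. In each organ that workers and drones share, the mean share was higher in workers. It was 3.14% in WB and 0.168% in DB, 2.00% in WV and 1.40% in DV, and 3.63% in WR and 0.533% in DR.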

In this study, we provide information on these observed transcriptional changes, which are not reflected in data that was obtained on the protein level^19^.

The honeybee has a unique sex-determination system that is also known as haplodiploidy. Unfertilized eggs are haploid, whereas fertilized eggs are diploid^54^. Haploid eggs develop into males, whereas diploid eggs develop into females. Vitellogenin is a precursor protein of egg yolk that is used as a biomarker in female^46–48^ and is also expressed in the fat bodies of workers and queens^55^. In a previous study, the vitellogenin protein played an important role in ovary development, immunity, stress response, and sex-determination^46–48,56^. In our results, vitellogenin was expressed in both QO and WO, but transcripts related with ovary development were highly expressed in QO.

Interestingly, the *maelstrom* transcript and *piwi* protein transcript were found in both QO and WO. Mael and Piwi proteins are required for transcriptional silencing, which is induced by the piRNA pathway. Our results showed that different expressions of *mael* and *piwi* were observed in QO and WO. The Mael protein repressed canonical RNA polymerase II transcription and inhibits germline transposon transcription^57,58^. Based on previous papers and our recent findings, we propose that *mael* and *piwi* play an important role in the development of QO and WO.

Among all organs, venom-producing organs give honeybees the ability to protect their colonies from enemies by using venom as a weapon^59^. The WVG produces several components of honeybee venom that cause allergic responses in humans^60^ and other vertebrates. Honeybee venom contains the major allergens of Api m 1 (phospholipase A2), Api m 2 (hyaluronidase), Api m 3 (acid phosphatase), Api m 4 (melittin), and Api m 7 (CUB serine protease). Melittin, the main constituent of honeybee venom, is one of the major proteins that composes venom toxicity^61^ and is derived from promelittin^62,63^. However, it was not unknown how prepromelittin is converted into promelittin. In our results, prepromelittin was proven to be transcribed in the reproductive organs of drones and queen. Therefore, it is speculated that cleavage occurs with melittin after the gene is transferred and that biosynthesis of melittin from prepromelittin might occur after the prepromelittin gene is transferred from the parent to the worker bee. 

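Prepromelittin has a coding sequence of 213 bases in the annotation, and it shares 0 stretches of 31 bases, the length by which Kallisto matches reads by default, with the other coding sequences. Its TPM in each of the 6 libraries of DMG, DT and QO was above the 10 TPM filter. The reads behind these values were not analysed here, so the number of reads on the gene is unknown.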

Our data do not clearly demonstrate this hypothesis, but we provide a clue that indicates the synthesis process of the melittin, which guides future research.

In this study, we investigated the transcriptome profiles in several organs from different castes to determine unique traits. 

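For the genes of Supplementary Table S3, 4 of the 5 worker organs and 3 of the 5 drone organs had a larger share of the TPM than QO. For the detoxification genes, 4 of the 5 worker organs and 1 of the 5 drone organs did. WO was the worker organ with a lower share of detoxification genes, and DT the drone organ with a higher one. In the immune list, WB was the worker organ below QO by its mean, and DV and DT were the drone organs below it. The WB replicates (1.43% and 1.51%) lay between those of QO (1.40% and 1.60%), so the order of WB and QO is not resolved. Without hexamerin genes, WB (1.39% and 1.47%) was above QO (1.09% and 1.22%). WV (0.709% and 0.842%) and DB (0.571% and 0.647%) were then below QO. The queen is represented by 1 organ, so its position among the castes cannot be separated from that organ.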

The results revealed that immune-related genes and detoxification mechanisms were generally highly expressed in workers in natural conditions. Thus, we provide a foundation for understanding the physiology, morphology, and caste formation of *A. cerana* at the molecular level. We hope that this study will stimulate future research on the Asian honeybee, which is less understood compared to Western honeybees.

## Methods

### Sample collection

Samples from each developmental stage of *A. cerana* were collected from colonies kept in Cheonan, South Korea. To obtain for the samples, one colony of a mated egg-laying queen was used. Bees were collected from the colony during swarm season, and placed in a 1.5 ml microfuge tube. Prior to dissection, the bees were exposed to CO_2_ in order to aid handling. Each organ was dissected using forceps and microdissection scissors. All dissected organs were rinsed with PBS solution^64^. Each dissected organ sample was flash-frozen in liquid nitrogen and then stored at − 80 °C. Organs were obtained from three castes of the *A. cerana* i.e., worker, drone, queen. Worker organs included worker brain (WB), worker ventriculus (WV), worker rectum (WR), and worker venom gland (WVG). Drone organs include drone brain (DB), drone ventriculus (DV), drone rectum (DR), drone testis (DT), and drone mucus gland (DMG). Queen organ includes queen ovary (QO).

### Preparation of the mRNA-sequencing library

Total RNA was extracted from the organ samples using TRIzol reagent (Invitrogen). An equal amount of 5 μg total RNA from each sample was used to construct the mRNA library according to manufacturer instructions (Lexogen, Austria). The libraries were sequenced at a high-throughput sequencing facility (Macrogen, South Korea) on an Illumina HiSeq 2500 platform. The sequencing data were obtained with two biological replicates of each organ.

### Computational analysis

The raw Illumina sequence reads were filtered to remove low quality sequences by using fastp^65^ prior to bioinformatic analysis. The filtered Illumina short reads were then mapped to the *A. cerana* reference genome (ACSNU-2.0)^66^ using Bowtie2 software^67^. The mapping results of each sample to the reference mRNA sequences obtained by Bowtie2 were then quantified by Kallisto software^68^. The gene expression profiles of each sample obtained by Kallisto were calculated as TPM value to compare the gene expression levels between samples.

### Validation of differentially expressed genes by quantitative real-time PCR

The relative mRNA levels were quantified according to the manufacturer’s instruction using an AccuPower 2X GreenStar qPCR Master Mix (Bioneer, South Korea). Results were normalized to actin mRNA. Gene expression levels were calculated using the comparative Ct method. All experiments were carried out at least three times for each of three biological replicates. The gene-specific primers used for qRT-PCR are listed in Supplementary Table S5.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated for this study can be found in the NCBI SRA repository, https://www.ncbi.nlm.nih.gov/sra/, with the GEO Accession No.: GSE164333.

## References

[1] Garibaldi LA (2013). Wild pollinators enhance fruit set of crops regardless of honey bee abundance. Science.

[2] Southwick EE, Southwick L (1992). Estimating the economic value of honey bees (Hymenoptera: Apidae) as agricultural pollinators in the United States. J. Econ. Entomol..

[3] Magrach A, González-Varo JP, Boiffier M, Vilà M, Bartomeus I (2017). Honeybee spillover reshuffles pollinator diets and affects plant reproductive success. Nat. Ecol. Evol..

[4] Corbet SA, Williams IH, Osborne JL (1991). Bees and the pollination of crops and wild flowers in the European Community. Bee World.

[5] Herrera CM, de Vega C, Canto A, Pozo MI (2009). Yeasts in floral nectar: A quantitative survey. Ann. Bot..

[6] Hossen MS (2017). Beneficial roles of honey polyphenols against some human degenerative diseases: A review. Pharmacol. Rep..

[7] Cheng PC, Wong G (1996). Honey bee propolis: Prospects in medicine. Bee World.

[8] Lerrer B, Zinger-Yosovich KD, Avrahami B, Gilboa-Garber N (2007). Honey and royal jelly, like human milk, abrogate lectin-dependent infection-preceding *Pseudomonas aeruginosa* adhesion. ISME J..

[9] Alvarez-Suarez JM, Tulipani S, Romandini S, Bertoli E, Battino M (2010). Contribution of honey in nutrition and human health: A review. Mediterr. J. Nutr. Metab..

[10] Wu J (2011). Caffeic acid phenethyl ester (CAPE), derived from a honeybee product propolis, exhibits a diversity of anti-tumor effects in pre-clinical models of human breast cancer. Cancer Lett..

[11] Viuda-Martos M, Ruiz-Navajas Y, Fernández-López J, Pérez-Álvarez J (2008). Functional properties of honey, propolis, and royal jelly. J. Food Sci..

[12] Tsuruda JM, Amdam GV, Page RE (2008). Sensory response system of social behavior tied to female reproductive traits. PLoS ONE.

[13] Greenberg JK (2012). Behavioral plasticity in honey bees is associated with differences in brain microRNA transcriptome. Genes Brain Behav.

[14] Tan K (2015). A neonicotinoid impairs olfactory learning in Asian honey bees (Apis cerana) exposed as larvae or as adults. Sci Rep.

[15] Ambros V (2003). A uniform system for microRNA annotation. RNA.

[16] Ament SA (2012). The transcription factor ultraspiracle influences honey bee social behavior and behavior-related gene expression. PLoS Genet.

[17] Okosun OO, Pirk CW, Crewe RM, Yusuf AA (2017). Glandular sources of pheromones used to control host workers (*Apis mellifera scutellata*) by socially parasitic workers of *Apis mellifera* capensis. J. Insect Physiol..

[18] Keeling CI, Slessor KN, Higo HA, Winston ML (2003). New components of the honey bee (*Apis mellifera* L.) queen retinue pheromone. Proc. Natl. Acad. Sci..

[19] Chan QW (2013). Honey bee protein atlas at organ-level resolution. Genome Res..

[20] Ashby R, Forêt S, Searle I, Maleszka R (2016). MicroRNAs in honey bee caste determination. Sci. Rep..

[21] Collins DH (2017). MicroRNAs associated with caste determination and differentiation in a primitively eusocial insect. Sci. Rep..

[22] Pires CV, Freitas FCDP, Cristino AS, Dearden PK, Simões ZLP (2016). Transcriptome analysis of honeybee (*Apis Mellifera*) haploid and diploid embryos reveals early zygotic transcription during cleavage. PLoS ONE.

[23] Shi YY (2011). Diet and cell size both affect queen-worker differentiation through DNA methylation in honey bees (*Apis mellifera*, Apidae). PLoS ONE.

[24] Diao Q (2018). Genomic and transcriptomic analysis of the Asian honeybee *Apis cerana* provides novel insights into honeybee biology. Sci. Rep..

[25] Forêt S, Maleszka R (2006). Function and evolution of a gene family encoding odorant binding-like proteins in a social insect, the honey bee (*Apis mellifera*). Genome Res..

[26] Smith BH (1991). The olfactory memory of the honeybee Apis mellifera: I. Odorant modulation of short-and intermediate-term memory after single-trial conditioning. J. Exp. Biol..

[27] Calvello M (2005). Expression of odorant-binding proteins and chemosensory proteins in some Hymenoptera. Insect Biochem. Mol. Biol..

[28] Grozinger CM, Sharabash NM, Whitfield CW, Robinson GE (2003). Pheromone-mediated gene expression in the honey bee brain. Proc. Natl. Acad. Sci..

[29] Sasaki K, Akasaka S, Mezawa R, Shimada K, Maekawa K (2012). Regulation of the brain dopaminergic system by juvenile hormone in honey bee males (*Apis mellifera* L.). Insect Mol. Biol..

[30] Kamakura M (2011). Royalactin induces queen differentiation in honeybees. Nature.

[31] Corona M (2007). Vitellogenin, juvenile hormone, insulin signaling, and queen honey bee longevity. Proc. Natl. Acad. Sci..

[32] DeGrandi-Hoffman G, Chen Y (2015). Nutrition, immunity and viral infections in honey bees. Curr. Opin. Insect Sci..

[33] Danihlík J, Aronstein K, Petřivalský M (2015). Antimicrobial peptides: A key component of honey bee innate immunity: Physiology, biochemistry, and chemical ecology. J. Apic. Res..

[34] Kim WJ (2017). Differential gene expressions of innate immune related genes of the Asian honeybee, *Apis cerana*, latently infected with sacbrood virus. J. Asia-Pac. Entomol..

[35] Goode K, Huber Z, Mesce KA, Spivak M (2006). Hygienic behavior of the honey bee (*Apis mellifera*) is independent of sucrose responsiveness and foraging ontogeny. Horm. Behav..

[36] Harwood G, Salmela H, Freitak D, Amdam G (2021). Social immunity in honey bees: Royal jelly as a vehicle in transferring bacterial pathogen fragments between nestmates. J. Exp. Biol..

[37] Raymann K, Moran NA (2018). The role of the gut microbiome in health and disease of adult honey bee workers. Curr. Opin. Insect Sci..

[38] Bull JC (2012). A strong immune response in young adult honeybees masks their increased susceptibility to infection compared to older bees. PLoS Pathog..

[39] Bastin F, Cholé H, Lafon G, Sandoz J-C (2017). Virgin queen attraction toward males in honey bees. Sci. Rep..

[40] Nunes TM (2014). Queen signals in a stingless bee: Suppression of worker ovary activation and spatial distribution of active compounds. Sci. Rep..

[41] Pirk CW, Neumann P, Hepburn R, Moritz RF, Tautz J (2004). Egg viability and worker policing in honey bees. Proc. Natl. Acad. Sci..

[42] Cowan DP, Stahlhut JK (2004). Functionally reproductive diploid and haploid males in an inbreeding hymenopteran with complementary sex determination. Proc. Natl. Acad. Sci..

[43] Han B (2015). Quantitative neuropeptidome analysis reveals neuropeptides are correlated with social behavior regulation of the honeybee workers. J. Proteome Res..

[44] Townson SM (1998). Honeybee blue-and ultraviolet-sensitive opsins: Cloning, heterologous expression in Drosophila, and physiological characterization. J. Neurosci..

[45] Ellegaard KM, Engel P (2019). Genomic diversity landscape of the honey bee gut microbiota. Nat. Commun..

[46] Amdam GV, Simões ZL, Guidugli KR, Norberg K, Omholt SW (2003). Disruption of vitellogenin gene function in adult honeybees by intra-abdominal injection of double-stranded RNA. BMC Biotechnol..

[47] Awde DN, Skandalis A, Richards MH (2020). Vitellogenin expression corresponds with reproductive status and caste in a primitively eusocial bee. J. Insect Physiol..

[48] Guidugli KR (2005). Vitellogenin regulates hormonal dynamics in the worker caste of a eusocial insect. FEBS Lett..

[49] Piulachs M (2003). The vitellogenin of the honey bee, *Apis mellifera*: Structural analysis of the cDNA and expression studies. Insect Biochem. Mol. Biol..

[50] Yang H, Basquin D, Pauli D, Oliver B (2017). Drosophila melanogaster positive transcriptional elongation factors regulate metabolic and sex-biased expression in adults. BMC Genomics.

[51] Préat T (1990). A putative serine/threonine protein kinase encoded by the segment-polarity fused gene of Drosophila. Nature.

[52] Sarma MS, Whitfield CW, Robinson GE (2007). Species differences in brain gene expression profiles associated with adult behavioral maturation in honey bees. BMC Genomics.

[53] Esther E (2015). Detoxification mechanisms of honey bees (*Apis mellifera*) resulting in tolerance of dietary nicotine. Sci. Rep..

[54] Charlesworth B (2003). Sex determination in the honeybee. Cell.

[55] Kocher SD, Richard F-J, Tarpy DR, Grozinger CM (2008). Genomic analysis of post-mating changes in the honey bee queen (Apis mellifera). BMC Genomics.

[56] Zhang W (2017). Molecular cloning, expression and oxidative stress response of the vitellogenin Gene (AccVg) from *Apis cerana cerana*. Apidologie.

[57] Chang TH (2019). Maelstrom represses canonical polymerase II transcription within bi-directional piRNA clusters in *Drosophila melanogaster*. Mol. Cell.

[58] Pek JW, Lim AK, Kai T (2009). Drosophila maelstrom ensures proper germline stem cell lineage differentiation by repressing microRNA-7. Dev. Cell.

[59] Nouvian M, Reinhard J, Giurfa M (2016). The defensive response of the honeybee *Apis mellifera*. J. Exp. Biol..

[60] Sobotka AK, Kochoumian L, Lichtenstein LM (1976). Allergens of honey bee venom. Arch. Biochem. Biophys..

[61] Fletcher JE, Jiang M-S (1993). Possible mechanisms of action of cobra snake venom cardiotoxins and bee venom melittin. Toxicon.

[62] Hoffman DR (2006). Hymenoptera venom allergens. Clin. Rev. Allergy Immunol..

[63] Mollay C, Vilas U, Kreil G (1982). Cleavage of honeybee prepromelittin by an endoprotease from rat liver microsomes: Identification of intact signal peptide. Proc. Natl. Acad. Sci..

[64] Carreck NL (2013). Standard methods for Apis mellifera anatomy and dissection. J. Apic. Res..

[65] Chen S, Zhou Y, Chen Y, Gu J (2018). fastp: An ultra-fast all-in-one FASTQ preprocessor. Bioinformatics.

[66] Park D (2015). Uncovering the novel characteristics of Asian honey bee, *Apis cerana*, by whole genome sequencing. BMC Genomics.

[67] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[68] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

# Supplementary material for: Organ-specific transcriptome analysis reveals differential gene expression in different castes under natural conditions in Apis cerana
**Source:** Sci Rep. 2021 May 28;11:11267. doi: 10.1038/s41598-021-90635-3
**Supplement:** Supplementary file 1 — Supplementary Information.

**SUPPLEMENTARY INFORMATION**

**Organ-specific transcriptome analysis reveals differential gene expression in different castes under natural conditions in *Apis cerana***

Igojo Kang^1^, Woojin Kim^2^, Jae Yun Lim^1^, Yun Lee^3^ and Chanseok Shin^1,4,5*^

**Supplementary Tables**

**Supplementary Table S1.** Statistical summary of RNA-seq data.

**Supplementary Table S2**. Sequencing read counts and annotation of *Apis cerana* from brain, gut, and reproductive organs.

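Supplementary Table S2 prints 1 value per gene and organ. Of its 368 values, 333 (90.5%) equal the sum of the TPM of the 2 replicates of the organ to within 2%. The other 35 belong to 9 genes of carbohydrate biosynthesis, and each equals the sum of another gene of that list.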

**Supplementary Table S3.** Sequencing read counts and innate immune pathways of *Apis cerana* from three caste organs.

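The table gives 1 value per gene and organ for each of the immune genes, grouped by pathway. Of its 671 values, 635 (94.6%) equal the sum of the TPM of both replicates to within 2%, so the read counts of its title are TPM sums in these cases.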

**Supplementary Table S4.** Sequencing read counts and annotation of *Apis cerana* from the two kinds of female ovaries.

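For the ovaries, all 926 values of the table equal the sum of the TPM of both replicates.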

**Supplementary Table S5.** Primer information for target genes used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

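RNA from 11 organs of the worker, drone and queen castes of A. cerana was sequenced as mRNA libraries, with 2 biological replicates per organ and 22 libraries in all. The worker organs were brain (WB), ventriculus (WV), rectum (WR), ovary (WO) and venom gland (WVG), the drone organs brain (DB), ventriculus (DV), rectum (DR), mucus gland (DMG) and testis (DT), and the queen was represented by the ovary (QO). The paper states that the bees came from 1 colony with a mated egg-laying queen, so differences between colonies cannot be judged. It also states that a colony has a single queen, and it does not give the number of queens sampled. Both QO libraries may therefore come from 1 queen, so variation between queens may be unmeasured. The authors filtered the reads with fastp, mapped them with Bowtie2 to the mRNA sequences of the ACSNU-2.0 genome, and quantified each library separately with Kallisto as TPM over 10651 coding sequences. The unit of the deposited table is TPM, and the columns were checked to sum to between 999567 and 1000288. The coding sequences of the annotation were used for gene names, lengths, primer matches and shared stretches of 31 bases. The paper does not give the versions or parameters of fastp, Bowtie2 and Kallisto.

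The raw reads in Supplementary Table S1 ranged from 4960961 to 29525292 per library, with a median of 14642839 and a mean of 14920837, and 87.66% to 96.18% of them were mapped. Between 2304 and 9119 genes per library were above 0 TPM, and between 1199 and 6998 reached 10 TPM. The 20 most abundant genes held from 13.1% to 66.5% of the TPM of a library. Read counts per gene were not used here, so the counting error of a TPM value is unknown, and precision was judged from the 2 replicates. Their correlation across genes on the log2(TPM + 1) scale ranged from 0.548 to 0.989. TPM depends on the length of each gene. The slope of log2 TPM on log2 length, fitted over the genes above 0 in each library, ranged from -1.74 to -0.154. Those genes differed between libraries, so the slopes are not over a common set.

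TPM was analysed as log2(TPM + 1), with a pseudocount of 1. Of the 10651 genes, 4394 named as hypothetical protein and 121 named as ribosomal protein were removed before testing. Organs were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3. All 11 organs shared one fit, so that the standard error of a gene includes its spread between replicates of organs outside the comparison, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes were tested in a comparison when their mean reached 10 TPM in at least one of its organs. A gene was called differentially expressed at an adjusted p under 0.05 and a difference of at least 2-fold. The comparisons were DB against WB, DV against WV, DR against WR, DT against DMG and QO against WO, and DMG, DT and QO against WVG for the venom genes, without a filter on low values. Interaction tests asked whether the drone against worker difference itself differed between brain, ventriculus and rectum. The gene lists of the paper were also adjusted over the list alone. Summed TPM, shares and counts of genes by organ were described without a test. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and 20000 permutations for the correlation of zeros with reads.

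The genes named are those that the paper names in its text, Supplementary Tables S2 and S3 and Figs. 6d and 7a. In each of the 5 comparisons of organs, the 3 genes with the largest log2 difference in each direction were added, among genes with a name other than hypothetical protein that were past the threshold and changed the same way in both replicates. A gene at 0 TPM is described as listed at 0, with no fold change against it. Genes of the proteasome, of RNA polymerase and of ATP synthase were found by name to measure how often genes of general function were listed at 0. Detoxification families, ovary factors and venom genes were also found by name. The rule for genes specific to an organ was chosen after the data were seen, as was the alternative rule of 100 summed TPM, which removes hypothetical proteins and keeps ribosomal proteins.

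The alternatives tried were pseudocounts of 0.1, 0.01 and 10, a minimum of 1 TPM, of 100 TPM or none, a fold threshold of 4, and no removal of genes by name. TPM was also rescaled by the median ratio over 297 genes expressed in every organ, and rescaled after leaving out the 20 most abundant genes of each organ, 116 genes in all. Further alternatives were a fit over the organs compared alone, a replicate block, and each replicate left out in turn. Lists were replaced by name searches, and the most abundant gene of a family was left out. The removal of the trend on length from each library was among the alternatives added after the data were seen.

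The comparison was tested on simulated data with 2 replicates per organ. Apart from the change put in, each gene had the same mean in all organs. Its noise was normal, with a spread set from DB and WB alone, whose replicates correlated at 0.967 and 0.957. The simulation therefore could not show false calls from organs of unequal spread, such as DR, or from unequal shares of genes at 0. With no change put in, 0 of 1814 genes tested were called. With a log2 change of 2 put into 200 genes, 186 were called (93%), along with 11 unchanged genes, of 1805 tested. Sequences downstream of the stop codon and the gene ontology terms were not analysed here. The qRT-PCR bars of Figs. 3d and 6e were read by eye for their direction, and no qRT-PCR value was tested. Identifiers of the reference annotation matched 0 of the genes, so positions on the genome were not used here.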

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

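All tests of technical explanations in this part were chosen only after the results were seen.

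Prepromelittin had high TPM in organs that the paper does not discuss for this gene. In WO, replicate 1 had 9350 TPM and replicate 2 had 11700 TPM. The level was 5880 and 6950 TPM in DB, 5500 and 13300 TPM in DV, 3810 and 15400 TPM in DR, 4740 and 3130 TPM in WV, 590 and 3710 TPM in WR, and 95.6 and 91.5 TPM in WB, against 0.000582 and 9.99e-09 TPM in WVG. A low transcript level in WVG cannot be told apart from reads that were shared with another sequence and assigned to it in the quantification. The coding sequence has 0 stretches of 31 bases in common with the other coding sequences, and the longest stretch it shares has 16 bases. The sequences outside the coding sequences were not tested, however, and the paper does not give the settings of Kallisto. The TPM times length of 0.124 and 2.13e-06 in the WVG replicates lies far under the 22.0 and 12.8 of the next lowest genes above 0, as it would for reads assigned elsewhere. Read counts, which could decide, were not used here. RNA carried over from other organs was not tested. A difference between organs stays open as an untested explanation.

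The difference between drone and worker was not the same in the 3 organs that both castes share. Tests of the interaction found 2998 of 4440 genes (67.5%) whose difference differed between brain and ventriculus, and 2001 of 3744 genes (53.4%) between ventriculus and rectum. Between brain and rectum it was 2700 of 4623 genes (58.4%). In the brain, the drone libraries had 2.69 times the raw reads of WB. The most abundant genes, 20 from each organ and 116 in all, held 75.4% and 76.2% of the TPM in DB. In WB they held 24.7% and 26.3%. Raw reads therefore do not give the depth left for other genes, and low depth of DB for those genes stays open. A few abundant genes as the whole explanation are argued against by the 83.8% of calls that were higher in WB without the 20 most abundant genes of each organ. A candidate explanation that the values leave open is that genes used by every cell were listed at 0 in DB, since at least 37.0% of the 27 proteasome genes were at 0 in each DB library and 0 in each WB library. In the rectum, the DR replicates correlated at 0.548, so that replicate 2 may carry part of the difference. Its proteasome genes were at 0 in 70.4% of cases, against 25.9% in replicate 1. Low depth of DR replicate 2 is argued against by its reads, 2.72 times the mean of WB. Both DR replicates correlated more with DB than with each other, replicate 1 at 0.703 and replicate 2 at 0.591. Another of the organs sampled in place of a DR library is argued against by the correlations of both with every other organ, which all lay under the correlation between the replicates of that organ. The differences nearest to 0 were -0.216 for replicate 1 and -0.234 for replicate 2. For DB, the replicates correlated at 0.967. Material of more than one organ in a DR library was not tested and stays open. A biological difference between the organs of each caste stays among the open explanations and was not tested.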

How the results depend on the processing

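The tests under the settings named here as added were chosen only after the results were seen, as was leaving out each replicate for the odorant, digestive, reproductive, detoxification, ovary factor and venom genes. All other alternatives, and the tests and thresholds they are set against, were chosen before the data were examined, apart from the rules for genes specific to an organ.

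The direction of the brain, rectum and ovary comparisons held in all settings run. Genes higher in WB were 83.5% to 92.3% of the calls, those higher in WR 70.1% to 93.3%, and those higher in QO 82.1% to 90.7%. The numbers of calls moved. With a minimum of 100 TPM, which leaves fewer genes to test, they were 1111 in the brain, 377 in the ventriculus, 1038 in the rectum, 333 between DT and DMG, and 692 in the ovaries. The fit over the organs compared alone, with fewer libraries behind each estimate of the spread, gave 641 in the ventriculus and 877 in the rectum. In that fit the calls rose elsewhere, to 3626 in the brain and 3390 in the ovaries. Between DT and DMG it gave 661 genes higher in DT and 945 in DMG. Fewer libraries alone therefore do not account for the falls. In the ovaries, a pseudocount of 0.01 gave 1050 and no removal of genes by name, which tests more genes, gave 4142. With each replicate left out, 1901 to 1937 genes in the ventriculus and 3781 to 3857 in the ovaries differed by at least 2-fold, with no test possible. In the rectum, 751 genes were at least 2-fold higher in DR without replicate 2 and 378 without replicate 1.

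The direction turned in the ventriculus with a minimum of 100 TPM (180 genes higher in DV and 197 in WV) and without removal by name (1484 calls, 730 in DV and 754 in WV). Between DT and DMG it turned with a minimum of 100 TPM (189 in DT and 144 in DMG). Apart from the settings whose construction changes the number of genes, the cause was not tested.

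All bees came from 1 colony, and beyond that the samples compared share only a replicate number. The replicate block gave 3321, 1071, 2048, 1391 and 2437 calls in the brain, ventriculus, rectum, drone reproductive organs and ovaries. As a check on pairing, the correlations between the replicate differences of the organs compared were -0.000542, 0.0344, 0.0274, -0.00599 and 0.0437. With the trend on length removed, an alternative added after the data were seen, the calls were 3210, 1134, 1954, 1418 and 2236.

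The expression filter left 2767 genes with a minimum of 100 TPM, 191 with 10 TPM in every organ, and 8607 without removal by name. In each setting run 10 odorant genes were higher in WB, apart from a minimum of 100 TPM with 3 of 4 tested, and 29 to 32 of the 38 reproductive genes were highest in QO. By name search, 11 digestive genes were highest in WR, and by each replicate alone 6 of the list were. Venom genes by name were higher in WVG than in QO in 21 cases and lower in 21.

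Immune shares in worker, drone and queen were 1.34%, 0.971% and 1.15% without hexamerin genes, 1.93%, 2.05% and 0.901% without peroxiredoxin genes, and 3.80%, 4.96% and 2.61% with hypothetical and ribosomal proteins left out of the denominator. The share of glutathione-S-transferase in DT was 29.5% rescaled by the median ratio and 38.1% without its most abundant gene. Without that gene WR had 14.6% and WB 10.1%. Without the most abundant gene, catalase had 13.4% in WR and 1.97% in WV, and cytochrome P450 had 28.9% in WR. By the median ratio, cytochrome P450 had 29.4% in WR. The organ with the highest share stayed the same for glutathione-S-transferase, oxidation-related genes and cytochrome P450. For catalase it became WV by the median ratio and without replicate 1, and WVG without the most abundant gene. For multidrug resistance-associated proteins it became DV by the median ratio and without replicate 1.

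In the ovaries, QO held 86.0%, 92.2% and 93.7% of the TPM of transcription factors, elongation factors and kinases within the genes of Supplementary Table S4. That table was selected on these libraries and holds mostly genes higher in QO. Without the most abundant gene, QO held 67.8% of elongation factors. Under settings added after the data were seen, it held 64.9%, 66.7% and 79.4% by the median ratio, and 58.9%, 60.6% and 74.8% without the 20 most abundant genes of each organ. The cause of these changes in shares was not tested. Of 367 further values by organ, family or organ set, 127 moved by more than their limit and 240 did not. These limits are not given here, so the counts cannot be judged on their own. The error of values at low TPM is unknown, since read counts were not used here, and a value of 0 cannot be given an error.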

Differences from the paper's values

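The settings and rules described below as chosen after the data or the values were seen are the tests in this part that were chosen only after the result was seen.

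For differentially expressed genes, the paper's values were 269 in the brain, 196 in the ventriculus and 324 in the rectum, and the values here were 3323, 1082 and 2021. None of the alternatives set before the data were examined closed the gap, and the lowest were 1111 and 377 with a minimum of 100 TPM and 877 with the fit over DR and WR alone. For the ovaries the paper's value was 463 genes against 2447 here, which are unlike measures. The 463 include the 18 genes of Cluster 2, which the paper describes as not different between QO and WO. Neither a gap nor a near value between these counts is therefore one between like counts. A minimum of 100 TPM gave 692, within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. A rule of 100 summed TPM in WO, QO or both and less in every other organ, which was chosen after seeing the values and keeps ribosomal proteins, gave 465 genes, and 462 without ribosomal proteins. For WB, DB or both, the same rule gave 270 genes against the paper's 269 in the brain. The paper calls these 269 differentially expressed, and its Venn diagram splits the same number into genes of WB alone, DB alone or both. Its count is thus also unlike the limma count of 3323.

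The paper's bars, read by eye, show about 260 genes higher in WB and about 13 in DB (Fig. 2b), against 3027 and 296 here. For the ventriculus they show about 98 in DV and about 49 in WV (Fig. 2d), against 583 and 499. For the rectum they show about 240 in WR and about 35 in DR (Fig. 2d), against 1662 and 359. For the drone reproductive organs they show about 49 in DT and about 22 in DMG (Fig. 2f), against 548 and 838, and for the ovaries about 410 in QO and about 22 in WO (Fig. 2f), against 2185 and 262. A minimum of 100 TPM gave 596 genes higher in QO, within 1.5 times the paper's bar. For the other bars, none of the alternatives set before the data were examined closed the gap.

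For genes found in certain organs alone, the paper's values were 255 in WB, 39 in WV, 78 in DV, 238 in WR, 32 in DR, 49 in DT, 18 in both ovaries and 30 in both ventriculi. With a mean of 10 TPM in those organs and less in every other, a rule chosen after the data were seen, the values here were 103, 9, 17, 31, 13, 24, 40 and 6. A rule of 100 summed TPM that keeps ribosomal proteins, which was chosen after seeing the values because it came near the paper's, gave 255, 39, 79, 237, 33, 50, 18 and 30. Without ribosomal proteins, which the paper states were removed, it gave 251, 39, 79, 236, 32, 50, 18 and 30. No alternative for these sets was set before the data were examined. The paper's 4096 genes passing the filter and the 5584 here differ by less than 1.5 times, and the rule of 100 summed TPM with only hypothetical proteins removed, chosen after seeing the values, gave 4105.

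The paper's 39 oxidation-related genes stand against 18 found by name here, and its 105 venom-related genes against 42. The search for names that start with the family name also gave 18 genes, so that none of the alternatives set before the data were examined closed that gap. The paper's text does not list its venom-related genes, and no further alternative was run for their number. For multidrug resistance-associated proteins the paper's share in QO of 24% stands against 16.3%, within 1.5 times, and all genes with multidrug resistance in the name, a set chosen after seeing the values, gave 23.8%.

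The immune share of the TPM was about 5.0% in DB and about 2.3% in QO in Fig. 4b, read by eye as the paper's values, against 2.02% and 1.50% here. With hypothetical and ribosomal proteins left out of the denominator, the values were 6.23% and 2.61%, within 1.5 times the paper's, and without replicate 1 QO had 1.60%, also within it. The other alternatives set before the data were examined did not close the gap. Summed over the drone organs, the paper's share was about 17% in Fig. 4c, read by eye, against 10.7% here, and that denominator gave 24.8%, within 1.5 times, while the other alternatives did not close the gap. The paper's shares in WO of ovary factors were about 5% for elongation factors and about 4% for kinases in Fig. 6c, read by eye, against 28.4% and 17.1% here. None of the alternatives set before the data were examined closed the gap, and the nearest, the factors within Supplementary Table S4, gave 7.79% and 6.32%. That table was selected on these libraries with mostly genes higher in QO, so its low shares in WO are not independent evidence.

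The bars of Fig. 7a have a log2 axis, but bars of the allergen and prepromelittin panels, read by eye, lie near log10 ratios of the summed TPM. Allergen Api m 6-like (ACSNU05601T0) in QO against WVG was about -1.3 in Fig. 7a, read by eye, against -1.26 here as a log10 ratio and -4.04 on the log2(TPM + 1) scale. Prepromelittin (ACSNU06121T0) was about 6.0 in DMG and about 5.4 in DT in Fig. 7a, against at least 5.94 and 5.29 here as log10 ratios, since its TPM in WVG lies under the 0.01 put in its place, and 12.10 and 9.92 on the log2(TPM + 1) scale. The log10 scale was chosen after seeing the values.

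In the direction of results, the paper has more genes higher in DT than in DMG, while 838 genes were higher in DMG and 548 in DT here. A minimum of 100 TPM gave 189 in DT and 144 in DMG, which is the paper's direction. The paper has the neuronal and photoreceptor genes higher in DB, and here phosrestin-2-like had 188 and 189 TPM in DB and 329 and 348 TPM in WB. Rescaled by the median ratio or without the 20 most abundant genes of each organ, its log2 differences of 0.60 and 0.78 are in the paper's direction. In the other settings it was higher in WB, and it was past the threshold in no setting. Its adjusted p was 0.00468 in the fit over DB and WB alone and 0.00987 with a pseudocount of 10. The log2 differences there, -0.84 and -0.81 for DB against WB, were under 2-fold. Among the odorant genes, which the paper has high in WB, odorant binding protein 14 was higher in DB. The paper has digestive enzymes mostly in WR. Here 5 of the 19 genes of its list, not all named as digestive enzymes, were highest in WR and 7 in DR by the mean of the replicates. By replicate 1 alone, 6 were highest in WR and 5 in DR, and by replicate 2 alone 6 and 4, so the order of both organs rests on the replicates used. Leaving out each replicate was chosen after the data were seen. In the order of Fig. 4c the paper has drones above workers in the immune share, and here the sums were 10.7% in drones and 11.2% in workers. They are in the paper's order with hypothetical and ribosomal proteins left out of the denominator (24.8% and 19.0%), without peroxiredoxin genes and without replicate 2.

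Other items that the paper has as different had the paper's direction in mean TPM here without passing the threshold. It has prohormone-1 higher in WB, with a log2 difference of -1.29 for DB against WB here (adjusted p = 0.476). The fit over DB and WB alone called this gene higher in WB (adjusted p = 0.0257, from 0.0257 to 0.934 over all settings), and no other setting did. Rescaled by the median ratio, without the 20 most abundant genes of each organ, or with the trend on length removed, its difference turned to 0.15, 0.32 and 0.16. Long-wavelength sensitive opsin was called higher in DB by that fit, by the median ratio and without the 20 most abundant genes (adjusted p from 0.000639 to 0.346 over all settings). Brain protein I3-like, with 0 and 22.0 TPM in DB against 8.08 and 4.18 TPM in WB, was called in none (adjusted p from 0.182 to 0.940). Its mean in DB rests on 1 library. In the fit shared by all organs its log2 difference for DB against WB was -0.52, towards WB. Over all settings that difference ranged from -3.63 to 1.18.

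The paper has vitellogenin and the other factors of Fig. 6d higher in QO apart from 2 of them, and here 4 of those were past the threshold and 3 were not. Of the 3, yellow-like was called higher in QO with a pseudocount of 10 and in the fit over QO and WO alone (adjusted p from 0.00144 to 0.870 over all settings), and vitellogenin and nuclear autoantigenic sperm protein-like in no setting. It has venom allergen 5-like higher in the queen than in WVG, and here QO was not distinguishable from WVG (adjusted p = 0.570). It has peroxiredoxin, superoxide and thioredoxin genes without bias between organs, and here their share ranged from 0.0609% to 1.97% of a library. Its Discussion has detoxification genes expressed more in drones than in workers, but also low in drones and high in workers. Here they made up 2.42% of the TPM in worker libraries and 1.08% in drone libraries, which is opposite in direction to the first of these statements only.

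Bars of qRT-PCR also differ in direction from the RNA-seq values here. The paper normalized qRT-PCR to actin mRNA, whereas TPM is scaled to the sum of the library, so the scales are unlike. One actin gene (ACSNU07311T0) had 8150 and 7720 TPM in DB and 68.1 and 90.5 TPM in WB. It had 2630 and 1840 TPM in QO and 0.0154 and 0.0232 TPM in WO. The actin primers had no exact match among the coding sequences, so whether actin turned the direction of a bar was not tested. In Fig. 3d, odorant receptor 14, neurogenin-3 and the blue sensitive gene are lower in DB than in WB, and the genes that their primers match had log2 differences of 8.70, 3.75 and 1.42 for DB against WB. In the same figure MRJP4 is higher in WO, DMG and DT than in QO, and here it had 12.3 and 6.57 TPM in QO, 3.32 and 4.89 TPM in WO and 0 and 0.678 TPM in DT, while DMG, with 6.73 and 11.6 TPM, overlapped with QO. Prohormone is higher in DMG than in QO there, and here it had 0 and 7.96 TPM in DMG and 428 and 201 TPM in QO. In Fig. 6e, piwi is higher in WO, and here both piwi-like genes were higher in QO (2.27 and 2.89). Apart from the qRT-PCR, bars of Fig. 7a for 3 genes of the phospholipase panel in DMG point up. Here ACSNU07320T0, ACSNU00856T0 and ACSNU10594T0 had log2 differences from WVG of -2.20, -3.10 and -5.19.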

Other observations

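All tests of explanations in this part were chosen only after the results were seen.

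The share of genes listed at 0 differed between organs. Sequencing depth as its explanation is argued against by WB, which had 0.383 times the reads of DT and a lower share of genes at 0. Sets of genes of general function differed in the same way. Of 24 RNA polymerase genes, 12.5% were at 0 in each WB library, 8.33% in each WO library, 4.17% and 8.33% in WVG, and 4.17% and 16.7% in QO, against 79.2% and 75.0% in WV, 70.8% and 75.0% in WR, 66.7% in each DB library, 79.2% and 83.3% in DV, 37.5% and 75.0% in DR, 37.5% and 25.0% in DMG, and 66.7% and 75.0% in DT. Of 23 ATP synthase genes, none was at 0 in the libraries of WB, WVG, WO and QO, and between 13.0% and 43.5% were at 0 in those of the other organs. For the 27 proteasome genes it was 0 in WB, WVG, WO and QO replicate 1, 3.70% in QO replicate 2, 7.41% and 11.1% in DMG, and between 25.9% and 70.4% in WV, WR, DB, DV, DR and DT. No biological explanation was tested.

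More genes were higher in QO than in WO. The raw reads of QO were 0.642 times those of WO. The most abundant genes of all organs held 51.8% and 51.9% of the TPM in WO and 22.2% and 19.8% in QO. Raw reads therefore do not settle whether QO had more depth left for other genes. A few abundant genes in WO as the whole explanation are argued against by the 82.1% of calls higher in QO after the 20 most abundant genes of each organ were left out. Gene length is argued against by the 90.3% higher in QO after the trend on length was removed from each library. Genes used by every cell listed at 0 in WO are argued against by the proteasome genes, with 0% at 0 in both WO libraries. A difference between the ovaries of the castes stays open as a hypothesis, and cells of other types in either organ were not tested.

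The genes with the largest differences towards DB had high TPM in other organs as well. Trypsin-1 (ACSNU07731T0) had 18000 and 16100 TPM in DB, 9710 and 4840 TPM in DR and 859 and 9040 TPM in WR. Cuticle protein-like (ACSNU06904T0) had 3590 and 4360 TPM in DR, and peritrophin-1-like (ACSNU01493T0) had 1410 and 3720 TPM there. Across genes, the library of another organ that correlated most with DB was one of DR, at 0.703 and 0.702 for the DB replicates.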
